# ERBB2 Regulates MED24 during Cancer Progression in Mice with *Pten* and *Smad4* Deletion in the Pulmonary Epithelium

**DOI:** 10.3390/cells8060615

**Published:** 2019-06-19

**Authors:** Jian Liu, Tianyuan Wang, Cynthia J. Willson, Kyathanahalli S. Janardhan, San-Pin Wu, Jian-Liang Li, Francesco J. DeMayo

**Keywords:** ERBB2, MED24, lung cancer, *Pten*, *Smad4*, EGFR

## Abstract

ERBB2 is an oncogenic driver with frequent gene mutations and amplification in human lung tumors and is an attractive target for lung cancer therapy. However, target therapies can be improved by understanding the in vivo mechanisms regulated by ERBB2 during lung tumor development. Here, we generated genetic mouse models to show that *Erbb2* loss inhibited lung tumor development induced by deletion of *Pten* and *Smad4*. Transcriptome analysis showed that *Erbb2* loss suppressed the significant changes of most of the induced genes by ablation of *Pten* and *Smad4*. Overlapping with ERBB2-associated human lung cancer genes further identified those ERBB2 downstream players potentially conserved in human and mouse lung tumors. Furthermore, MED24 was identified as a crucial oncogenic target of ERBB2 in lung tumor development. Taken together, ERBB2 is required for the dysregulation of cancer-related genes, such as *MED24*, during lung tumor development.

## 1. Introduction

Lung cancer is the leading cause of cancer death in the United States and worldwide [1,2]. Non-small cell lung cancer (NSCLC) accounts for approximately 85% of all cases and is the most common subtype of lung cancer [1]. NSCLS is further divided into adenocarcinoma, squamous cell carcinoma (SCC), and large cell carcinoma [1,2]. These tumor subtypes also have distinct morphologies and molecular profiles [3,4]. The diversity of lung tumor subtypes makes it impossible for one drug to be effective on all lung cancer cell types [2]. Therefore, understanding the molecular profiles of lung tumors will significantly benefit lung cancer targeted therapy.

One target for lung cancer therapy is members of the Epidermal Growth Factor Receptor (EGFR) family. This family consists of four members: EGFR, ERBB2, ERBB3, and ERBB4 [5,6]. All four members have a similar structure, with an extracellular ligand binding domain, a transmembrane domain, and an intracellular domain interacting with a multitude of signaling molecules [7,8]. They have both ligand-dependent and ligand-independent activity [7,8]. Of note, there is no ligand identified for ERBB2 [7,8]. In fact, ERBB2 works as the preferred dimerization partner of the other EGFR receptors [9] and can be activated in diverse manners, such as by phosphorylation, gene expression, and mutations [10,11,12]. These receptors, as oncogenes, were used as therapeutic targets for numerous cancers, including lung cancer, colorectal cancer, breast cancer, and glioblastoma [13,14]. ERBB2 was validated as an efficient target in breast cancer therapy using its monoclonal antibody Trastuzumab (marketed as Herceptin) [15]. Meanwhile, additional studies have shown that ERBB2 is a critical driver gene in human lung cancer and is frequently altered in the development of lung cancer by gene mutations and amplification [16,17]. Lung cancer patients with ERBB2 activation have been treated using its kinase inhibitor (e.g., Lapatinib) or its mono-antibody (e.g., Trastuzumab). However, these treatments have limited efficacy, and patients often develop resistance to these drugs [18]. Therefore, more studies are needed to understand the underlying mechanism of ERBB2-regulated lung cancer development.

In vivo models have served to shed light on the investigation of the role of genes (e.g., *ERBB2*) in the development and progression of lung cancer. Overexpression of wild-type human *ERBB2* in mouse lungs was shown to cause the development of adenocarcinoma [19]. Overexpression of the most common human ERBB2 mutant (*ERBB2*^YVMA^) in mice was shown to drive the development of lung adenosquamous tumors [20]. However, overexpression models do not show the physiological role of ERBB2 in the development of lung cancer. We have previously shown that ERBB2 phosphorylation was induced in mouse lung adenosquamous carcinoma caused by the pulmonary epithelial deletion of *Pten* and *Smad4* [12]. In this study, we investigated the physiological significance of ERBB2 activation in this model by ablating *Erbb2* in the lungs of mice with *Pten* and *Smad4* deletion. The impact of *Erbb2* ablation on lung tumor development in the *Pten*^−/−^/*Smad4*^−/−^ model demonstrated that the *Erbb2* gene was required for lung tumor development. Microarray analysis was used to determine the transcriptome profiles regulated by *Erbb2* during mouse lung tumor development. Our analysis demonstrated that ERBB2 regulated the expression of one of the transcriptional mediator complex (MED) genes (e.g., *MED24*). Taken together, our in vivo genetic evidence shows ERBB2 to be essential for lung tumor development and integrated analyses established a potential link between the EGFR family and the MED genes in lung tumor development.

## 2. Materials and Methods

### 2.1. Mice

*CCSP*^iCre^, *Pten*^f/f^, *Smad4*^f/f^, and *Erbb2*^f/f^ mice are described in previous publications [12,21]. All animal protocols were approved by the An Institutional Animal Care and Use Committee (IACUC) at the National Institute of Environmental Health Sciences and Baylor College of Medicine. All experiments were conducted in accordance with relevant guidelines and regulations of both institutions. All mice were B6; 129 backgrounds and genotyped by Transnetyx. Female and male mice were purposely included in all the mouse experiments. No differences were observed between female mice and male mice in lung tumor development.

### 2.2. Cell Derivation, Culture, and siRNA Knockdown

H358 cell line was purchased from the American Type Culture Collection (ATCC) and cultured using Roswell Park Memorial Institute (RPMI) and 10% fetal bovine serum (FBS), Penicillin (100 IU/mL), and Streptomycin (100 μg/mL) according to protocol. Before the cells were treated with EGF, the cells were starved using only RPMI overnight. A 50 nM siRNA smart pool from Dharmacon was used as the final concentration to knockdown *MED24* or non-targeting genome sites using Lipofectamine RNAiMAX Reagent (Cat.: 13778150, ThermoFisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol.

The siRNAs sequence for *MED24* (L-021247-00-0005) is CAACCUGGCAGAUGCGUUA, CAAACAUCCUCAAGACGAU, GUACGGAGGAGCUCAAGUG, and CCAAUCCUCUCAUCUUGUC; and the siRNAs sequence for the control (D-001810-10-05) is UGGUUUACAUGUCGACUAA, UGGUUUACAUGUUGUGUGA, GGUUUACAUGUUUUCUGA, and UGGUUUACAUGUUUUCCUA.

### 2.3. Cell Proliferation

Approximately 2000 H358 cells were seeded in replicates of five for each group on a 96-well plate at Day 0. Twenty microliters (20 uL) of MTS reagent (Promega, Madison, WI, #G3582) was added for each assay into each well containing 200 uL of cell culture medium, incubated for 1 h, and then analyzed at an absorbance at 490 nm with a 96-well plate reader.

### 2.4. Histopathology and Immunohistochemistry

Mouse lungs and lung tumors were fixed in 4% paraformaldehyde and paraffin-embedded following previous immunohistochemistry (IHC) methods [12,22]. Antigen Unmasking Solution (Citric Acid Based from Vector Laboratories, H-3300) was used for the antibody incubation: MED24, TTF1, P63, and CK5. Antigen Unmasking Solution was used to incubate slides with EDTA-TE buffer (1 mM, PH 8.0, 0.1% Tween-20) for 25 min under 100 °C; and then TE buffer (10 mM Tris-HCL, PH 9.0, 1 mM EDTA, 0.1% Tween-20 under 100 °C for 25 min) was used for ERBB2 antibody incubation. Normal goat serum and an Avidin/Biotin Blocking Kit (Vector, SP-2001) were used for blocking the slides before the primary antibody incubation. These antibodies included ERBB2 antibody (Santa Cruz Biotechnologies, Dallas, TX, sc-284, 1:2000 dilution), MED24 (Sigma-Aldrich, St. Louis, MO, USA, SAB4503717-100UG, 1:2000 dilution), TTF1 antibody (DAKO, Santa Clara, CA, USA, M3575, 1:2000 dilution), P63 (Cell Signaling, Danvers, MA, USA, 13109, 1:1000 dilution), and CK5 antibody (Abcam, Cambridge, MA, USA, ab52635, 1:3000 dilution). A 1:400 dilution was used for the secondary antibodies, such as biotinylated goat anti-rabbit IgG antibody (Vector Laboratories, Inc., Burlingame, CA, USA, BA-1000) and biotinylated goat anti-mouse igg antibody (Vector Laboratories, Inc., Burlingame, CA, BA-9200). An ABC kit (Vector Laboratories, Inc., Burlingame, CA, PK-6100) was used to amplify the signaling and then a DAB kit (Vector Laboratories, Inc., Burlingame, CA, SK-4105) was used for detection of final positive signaling (brown staining).

### 2.5. RNA Isolation, qRT-PCR, and Microarray Analysis

#### 2.5.1. RNA Isolation

Using the protocol for RNA isolation previously published [12,22], total RNAs were isolated from mouse lungs or lung tumors using TRIzol reagent and cleaned utilizing the RNeasy kit (Qiagen, Germantown, MD, USA, Cat.: 74104). Total RNAs were isolated from human cells using the RNeasy kit.

#### 2.5.2. qRT-PCR

The SYBR green system was used here following the protocol previously published [12,22]. The chosen housekeeping gene was 18s. The primer sequences were the following: *Erbb2* mouse primers (Forward primer 5′-3′: GAGACAGAGCTAAGGAAGCTGA; Reverse primer 5′-3′: ACGGGGATTTTCACGTTCTCC); *Med24* mouse primers (Forward primer 5′-3′: CACCCGAGCCAATCAACCAA; Reverse primer 5′-3′: ATGGTGCCCTCAAGCAAGATG); *MED24* human primers (Forward primer 5′-3′: GTCTGAGCTGTCACGGCAAA; Reverse primer 5′-3′: TGGTGCTGCTGAGGGTTTTC); and *18s* primers (Forward primer 5′-3′: GTAACCCGTTGAACCCCATT; Reverse primer 5′-3′: CCATCCAATCGGTAGTAGCG).

#### 2.5.3. Experiment Processes of Microarray Analysis

Microarrays were done at the National Institute of Environmental Health Sciences (NIEHS) using Affymetrix Mouse Genome 430 2.0 GeneChip^®^ arrays (Affymetrix, Santa Clara, CA, USA). One hundred nanograms (100 ng) of total RNA was amplified as directed in the Affymetrix 3’ in vitro transcription (IVT) Express kit protocol, performing the IVT reaction for 16 h. A total of 12.5 μg of amplified biotin-aRNAs were fragmented and 10 μg were hybridized to each array for 16 h at 45 °C in a rotating hybridization oven using the Affymetrix Eukaryotic Target Hybridization Controls and protocol. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification according to the GeneChip Hybridization, Wash, and Stain Kit and user manual. Arrays were scanned in an Affymetrix Scanner 3000 and data were obtained using the GeneChip^®^ Expression Console Software using the MAS5 algorithm to generate .CHP files. The resulting data were processed using the OmicSoft Array Studio (version 9.0) software.

#### 2.5.4. Expression Array Analysis of Microarray Analysis

The CEL files were used to identify differentially expressed genes by the Genomics Suite Gene Expression workflow of the Partek software package (version 7.17) (Partek, Inc., St. Louis, MO, USA). The Robust Multichip Analysis (RMA) algorithm with quantile for normalization and the log2 transformation was applied to generate signal values of all samples. Differentially expressed genes were defined using the filters of ANOVA unadjusted *p*-value less than 0.01 and absolute fold change greater than 2. All experiments were performed in triplicate with independent pools of RNA.

#### 2.5.5. Functional Analysis of Differentially Changed Genes (DEGs)

Functional analysis of DEGs was performed using the Ingenuity Pathway Analysis (IPA, www.ingenuity.com) based on the content (version: 44691306; Release Date: 2018-06-14).

#### 2.5.6. Heatmap

A heatmap of differentially expressed genes was generated by the Genomics Suite of the Partek software package (version 6. 7.17) (Partek, Inc., St. Louis, MO, USA). The normalized and log2 transformed expression values were standardized by shifting the mean to 0 and scaling the standard deviation to 1.

### 2.6. Western Blot

Western blot experiments were conducted following a previously published protocol [23]. These antibodies included the following: ERBB2 antibody (Santa Cruz Biotechnologies, Dallas, TX, USA, sc-284, 1:500 dilution); p-ERBB2 antibody (Santa Cruz Biotechnologies, Dallas, TX, sc-293110, 1:500 dilution); MED24 antibody (Sigma-Aldrich, St. Louis, MO, USA, SAB4503717-100UG, 1:4000 dilution); β-actin antibody (Sigma-Aldrich, St. Louis, MO, A5316, 1:4000 dilution). A 1:4000 dilution was used for the secondary antibody: Goat Anti-Rabbit IgG (Sigma-Aldrich, St. Louis, MO, A0545-1ML) and Goat Anti-mouse IgG (Sigma-Aldrich, St. Louis, MO, A9044-2ML).

### 2.7. Correlation Analysis and Survival Analysis

The cBioPortal (http://www.cbioportal.org/) database was used. Here, we specifically used two datasets (Lung adenocarcinoma, The Cancer Genome Atlas (TCGA), Provisional; Lung squamous cell carcinoma, TCGA, Provisional). The default setting of the correlation analysis was used to obtain these *ERBB2*-correlated genes. The spearman correlation method was taken, not including mutation profiles. For the separation of lung cancer patients based on MED24 mRNA expression, an mRNA Expression z-Scores (RNA Seq V2 RSEM) threshold of ±2.5 was used. Consequently, 377 patients were qualified for the Kaplan–Meier survival analysis; 20 of them were considered to be in the MED24 high expression group while the rest were in the MED24 low expression group.

### 2.8. Quantification and Statistical Analysis

GraphPad Prism (version 7.02) was used for statistical analysis. Data are expressed as mean +/− SD. The sample size (*n*) represents biological replicates. Student’s *t*-test was used for comparison of two group averages. Statistical significance was considered for all of the datasets when the *p*-value was less than 0.05. All the bioinformatics and statistical analyses were analyzed or confirmed by bioinformaticians at NIEHS. All histopathological results were evaluated and provided by pathologists at NIEHS. The group size was determined based on the results of preliminary experiments and no statistical method was used to predetermine the sample size in animal studies. The genotyping of mice was conducted by Transnetyx Company (Cordova, TN, USA). Microarray experiments were unbiasedly conducted and analyzed by core facilities at NIEHS.

### 2.9. Data Availability

Array data were deposited in the Gene Expression Omnibus database (GEO, accession GSE128620).

## 3. Results

### 3.1. In Vivo Ablation of Erbb2 Prevents Pten^−/−^Smad4^−/−^-Induced Lung Tumor Development

Our previous study determined that *Pten*^d/d^*Smad4*^d/d^ (*CCSP*^iCre^*Pten*^d/d^*Smad4*^d/d^) mice developed lung tumors at 1 year of age with 100% incidence by activation of the ERBB2 pathway [12]. Here, we generated *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ (*CCSP*^iCre^*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^) mice to examine whether *Erbb2* ablation inhibited lung tumor development induced by deletion of *Pten* and *Smad4*. In comparison with the wild-type group, all *Pten*^d/d^*Smad4*^d/d^ mice developed lung tumors (adenocarcinomas or, less frequently, adenomas) at 12 to 13 months of age while less than 10% of *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ mice had tumor (adenomas) in the lungs at a similar age (Figure 1A–C,G). We previously reported that *CCSP*^iCre^ mice had strong Cre activities in lung bronchial epithelial cells [12]. Therefore, histopathological evaluation of bronchiolar epithelium was also conducted. In addition to lung adenocarcinomas, *Pten*^d/d^*Smad4*^d/d^ mice had bronchiolar epithelial hyperplasia of moderate severity, which was characterized by crowding and folding of the epithelium, with multiple layers and papillary projections into the bronchiolar lumen (Figure 1B, 1E, and 1H). In contrast, the bronchiolar hyperplasia seen in *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ mice was either absent or less severe (of minimal to mild severity) when compared with *Pten*^d/d^*Smad4*^d/d^ mice (compare Figure 1C,E,F,H). The summary of pathological phenotypes (e.g., lung tumors and hyperplasia) for each mouse is described in Table S1. Taken together, genetic ablation of *Erbb2* in mouse lungs prevents malignant lung tumor development caused by deletion of *Pten* and *Smad4*.

### 3.2. Transcriptome Analysis Identifies ERBB2-Regulated Cancer Genes

Investigation of the transcriptome profiles modified by *Erbb2* loss during lung cancer development can help us to understand the molecular impact of ERBB2 on lung tumor formation. Here, we conducted microarray analysis of wild-type lungs, *Pten*^d/d^*Smad4*^d/d^ lung tumors, and *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ lungs at 12 to 13 months of age. 

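In the deposited arrays *Erbb2*, the receptor gene removed in the triple-deleted lungs, read 7.81, 7.73 and 7.87 (log2) in wild-type lungs, 9.32, 8.90 and 8.42 in tumors and 6.88, 7.18 and 7.17 in triple-deleted lungs. Every triple-deleted array lay below every other array. *Smad4*, which carries TGF-beta and BMP signals and is deleted in the airway epithelium of both mutant groups, was not lower. It averaged 10.87 in wild-type lungs, 11.25 in tumors and 10.99 in triple-deleted lungs, a tumor change of 0.38 (SE 0.0945, n = 3 arrays per group, limma adjusted p = 0.0207, with 2 of 3 probe sets passing). *Scgb1a1*, the club-cell secretoglobin whose promoter drives the Cre recombinase, was at or next to the highest value of the array in every wild-type and triple-deleted array (wild-type mean 14.73). Its measured fall in tumors, 1.77-fold (log2 change -0.82, SE 0.24, limma adjusted p = 0.0406), may therefore understate the true fall. A probe set need not lie in a deleted exon, and stroma and blood cells that keep *Smad4* share the tissue, so these levels do not measure the deletions. The wild-type lungs are described with differing genotypes in the sample labels, the series design and Tables S2 to S4, so whether they carry the floxed *Erbb2* allele without Cre is not settled. *Pten* is not analysed here, since no probe set carries its symbol in the annotation used.

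Gene groups that mark the animals and the dissection also differed between arrays. *Xist*, which silences an X chromosome in female cells, was high and the Y-linked *Eif2s3y*, *Kdm5d* and *Uty* were low in tumors 1 and 2 and in triple-deleted lungs 1 and 2, with the opposite pattern in the remaining 5 arrays, including all 3 wild-type arrays. At their brightest probe sets none of these 4 sex-linked genes passed between tumors and wild-type lungs, though a dimmer one of *Eif2s3y* did at -0.40 (0 higher, 0 lower, 4 not passing, 0 when adjusted over the list alone). Sex-linked genes had a median of -2.19 (camera in limma adjusted p = 0.481). *Xist* and the Y-linked genes move in opposite directions, so this directional list test cannot show a difference in sex. Heart muscle genes such as *Nppa*, an atrial hormone (4.50, SE 2.06), and *Sln*, an atrial calcium-pump regulator (2.17, SE 1.42), varied from array to array, and none of the 9 passed (0 when adjusted over the list alone). Heart muscle genes had a median of 1.87 (camera in limma adjusted p = 0.24). In tumors against wild-type lungs the housekeeping genes included *Ywhaz*, a 14-3-3 adaptor, at 0.28 (SE 0.0825, with 5 of 7 probe sets passing), with 1 higher, 0 lower and 8 not passing of 9 (0 when adjusted over the list alone). Housekeeping genes had a median of 0.15 (camera in limma adjusted p = 0.3). In triple-deleted lungs against tumors *Gusb*, a lysosomal glucuronidase (-0.83, SE 0.167, limma adjusted p = 0.00878), and *Gapdh*, a glycolytic enzyme (-0.34, SE 0.0948, limma adjusted p = 0.0331), were lower, with 0 higher and 7 not passing (2 lower when adjusted over the list alone, median -0.16 and camera in limma adjusted p = 0.18).

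Correlation between arrays over all 45101 probe sets ran from 0.9897 to 0.993 within wild-type lungs, from 0.9648 to 0.9834 within tumors, from 0.9854 to 0.9933 within triple-deleted lungs, from 0.9851 to 0.9931 between wild-type and triple-deleted lungs, and from 0.9312 to 0.9567 between tumors and the tumor-free groups. Each array holds an independent pool of RNA, so n counts pools and not mice.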

Two comparisons were conducted to extract the DEGs, whose cutoff was an unadjusted *p*-value less than 0.01 and an absolute fold change greater than 2. The first comparison was performed between *Pten*^d/d^*Smad4*^d/d^ lung tumors and wild-type lungs, identifying 790 upregulated genes and 1034 downregulated genes (Figure 2A and Table S2).

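In tumors 11 of 11 alveolar type 2 genes and 10 of 12 type 1 genes were lower than in wild-type lungs, while 12 of 13 simple-epithelial, 9 of 17 basal and squamous and 5 of 10 mucous genes were higher at limma's adjusted p. As lists they lost their call with an estimated correlation in camera (adjusted p = 0.0675 for both alveolar lists, 0.208 for the simple-epithelial list and 0.41 for the others). With fry in limma they passed (adjusted p = 1.87e-06 for type 2, 1.54e-06 for type 1, 0.000208 for simple-epithelial, 0.00863 for basal and squamous and 0.00492 for mucous genes). Fry asks whether members change at all, and camera whether they change more than other genes. A pass in fry therefore does not restore the call lost in camera. Mediator genes also passed fry (fry in limma adjusted p = 0.00186) but not camera (camera in limma adjusted p = 0.257). The largest falls included *Cldn18*, a tight-junction gene of alveolar cells (-5.33, SE 0.154), *Ager*, the receptor that marks alveolar type 1 cells (-4.83, SE 0.13), *Rtkn2*, another type 1 marker (-4.81, SE 0.121), and *Akap5*, a kinase anchor (-4.84, SE 0.174). They also included *Car4*, a carbonic anhydrase of lung capillaries (-5.38, SE 0.32), *Hc*, complement C5 (-5.13, SE 0.153), and *Npr3*, the natriuretic peptide clearance receptor (-5.04, SE 0.458). Further large falls were *Slc6a2*, the noradrenaline transporter (-4.81, SE 0.192), *Akr1c14*, a steroid dehydrogenase (-4.56, SE 0.349), and *Krt79* (-4.55, SE 0.253). The largest rises included *Wfdc18*, a secreted protease inhibitor (6.97, SE 0.499), *Dmbt1*, a mucosal scavenger receptor (6.87, SE 0.814), *Sult1c1*, a sulfotransferase (6.73, SE 0.841), and the serpins *Serpinb11* (6.51, SE 0.534) and *Serpinb12* (6.44, SE 0.478). Next came *2210407C18Rik*, uncharacterised (6.47, SE 0.281), *Krt15*, a basal keratin (6.38, SE 0.578), and *Ltf*, lactoferrin (6.33, SE 0.605). *Agr2*, a disulfide isomerase needed for mucin folding, rose by 6.09 (SE 0.678), and so did *Reg3g*, an antibacterial lectin (SE 1.5), which ran from 5.22 to 10.26 within wild-type lungs. *Reg3g* lay next to the highest value of the array in tumors 1 and 2, so its rise may be a lower bound. All log2 changes compare 3 tumor with 3 wild-type arrays.

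Lists of cell-type genes were counted by the members that passed limma's adjusted p. They were fixed before the expression values were opened, but after the leading entries of Tables S2 to S4 had been seen. Some members, such as *Cldn18*, *Ager* and *Stoml3*, stand among those entries. All 11 alveolar type 2 genes fell, among them the surfactant genes *Sftpa1* (-4.29, SE 0.165) and *Sftpb* (-4.25, SE 0.191) and the phosphate carrier *Slc34a2* (-4.17, SE 0.235). They had 0 higher, 11 lower and 0 not passing (11 lower when adjusted over the list alone). Type 2 genes had a median of -3.35 (camera in limma adjusted p = 4.74e-13, but adjusted p = 0.0675 with an estimated correlation). Type 1 genes fell in 10 of 12 members (0 higher, 2 not passing, 10 lower when adjusted over the list alone). Type 1 genes had a median of -3.54 (camera in limma adjusted p = 2.70e-10, but adjusted p = 0.0675 with an estimated correlation). Endothelial genes such as *Clec14a*, a vessel lectin (-4.04, SE 0.189), and *Ramp2*, the adrenomedullin co-receptor (-3.95, SE 0.171), fell in 15 of 17 (0 higher, 2 not passing, 16 lower when adjusted over the list alone). Endothelial genes had a median of -2.56 (camera in limma adjusted p = 7.61e-19, but adjusted p = 0.0675 with an estimated correlation). Resident fibroblast genes such as *Inmt*, a methyltransferase (-4.08, SE 0.192), and *Tcf21*, a mesenchymal regulator (-3.60, SE 0.23), were lower in 7, higher in 1 and not passing in 1 of 9 (2 higher and 7 lower when adjusted over the list alone). Resident fibroblast genes had a median of -2.57 (camera in limma adjusted p = 6.04e-05, but adjusted p = 0.208 with an estimated correlation). Alveolar macrophage genes, among them *Marco*, a scavenger receptor (-3.61, SE 0.561), and *Pparg*, their lineage regulator (-2.55, SE 0.36), fell in 4 of 5 (0 higher, 1 not passing, 4 lower when adjusted over the list alone). Alveolar macrophage genes had a median of -2.31 (camera in limma adjusted p = 0.000429, but adjusted p = 0.208 with an estimated correlation). Erythroid genes included *Alas2*, the first enzyme of heme synthesis in red cells (-3.38, SE 0.345), with 0 higher, 1 lower and 3 not passing (1 lower when adjusted over the list alone), and smooth muscle genes such as *Cnn1*, a calponin (-1.49, SE 0.555), had 0 higher, 0 lower and 6 not passing (0 when adjusted over the list alone). Erythroid genes had a median of -0.68 (camera in limma adjusted p = 0.0941). Smooth muscle genes had a median of -0.77 (camera in limma adjusted p = 0.257).

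Among basal and squamous genes *Krt14* (5.21, SE 0.744), *Krt17* (5.21, SE 0.322) and the epidermal regulator *Trp63* rose, with 9 higher, 0 lower and 8 not passing of 17 (9 higher when adjusted over the list alone). Basal and squamous genes had a median of 2.86 (camera in limma adjusted p = 1.24e-05, but adjusted p = 0.41 with an estimated correlation). Only 1 of the 4 probe sets of *Trp63* passes. Keratins and junction genes of simple epithelium rose in 12 of 13, including *Cldn4*, a tight-junction gene (4.27, SE 0.256), *Krt18* (2.09, SE 0.192), *Krt19* (2.06, SE 0.215) and *Epcam*, an adhesion molecule (1.98, SE 0.178) (0 lower, 1 not passing, 12 higher when adjusted over the list alone). Simple-epithelial genes had a median of 1.86 (camera in limma adjusted p = 2.99e-09, but adjusted p = 0.208 with an estimated correlation). Mucous genes such as *Muc16* (3.50, SE 0.499) and *Fcgbp*, a mucus protein (3.15, SE 0.559), had 5 higher, 0 lower and 5 not passing (5 higher and 1 lower when adjusted over the list alone). Mucous genes had a median of 1.13 (camera in limma adjusted p = 0.00594, but adjusted p = 0.41 with an estimated correlation). Of 9 genes of collagens and activated fibroblasts the 4 collagens rose, including *Col1a1* (2.80, SE 0.141) and *Col5a1* (1.75, SE 0.128), and the other members did not pass (4 higher, 0 lower, 5 not passing, 5 higher when adjusted over the list alone). Collagen and activated fibroblast genes had a median of 1.22 (camera in limma adjusted p = 0.0026, but adjusted p = 0.417 with an estimated correlation). Of 11 ciliated genes 1 rose, *Stoml3* of the ciliary membrane (2.37, SE 0.398), with 0 lower and 10 not passing (1 higher when adjusted over the list alone). Ciliated genes had a median of 1.31 (camera in limma adjusted p = 0.032, but adjusted p = 0.629 with an estimated correlation). Glycolysis genes, with the glucose transporter *Slc2a1* at 1.59 (SE 0.213), had 8 higher, 0 lower and 4 not passing of 12 (10 higher when adjusted over the list alone). Glycolysis genes had a median of 0.72 (camera in limma adjusted p = 1.64e-05, but adjusted p = 0.389 with an estimated correlation). Interferon-stimulated genes such as *Mx1*, an antiviral GTPase (2.57, SE 0.31), had 6 higher, 0 lower and 3 not passing of 9 (6 higher and 1 lower when adjusted over the list alone). Interferon-stimulated genes had a median of 1.40 (camera in limma adjusted p = 0.032, but adjusted p = 0.545 with an estimated correlation). Club-cell genes split, with the mucin *Muc5b* (3.17, SE 0.757) and *Reg3g* higher, *Cckar*, a peptide receptor (-2.88, SE 0.725), and *Scgb1a1*, at the top of the range in wild-type lungs, lower, and 6 not passing (3 higher and 2 lower when adjusted over the list alone). Club-cell genes had a median of 0.65 (camera in limma adjusted p = 0.3).

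Under the paper's thresholds, 871 genes were higher and 970 lower in tumors among 18194 genes tested, 47.3% of the calls being rises (limma, 3 against 3 arrays). At limma's adjusted p under 0.05 with the same fold, 885 were higher and 978 lower. The groups did not overlap for 7087 genes, 39%, where chance gives 10%. More genes were higher than lower without tumor array 2 (1233 and 972) and at an unadjusted p under 0.05 with no fold (3443 and 3088). A fall of a cell-type list in bulk tissue can reflect fewer of those cells or less expression per cell, and the arrays do not separate these.

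**Figure D1:**
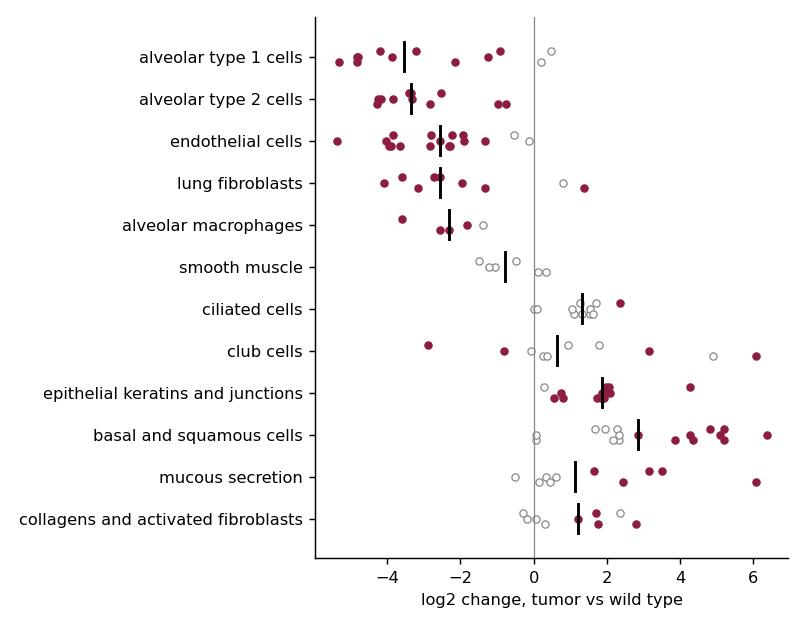
Log2 change of each member of 12 cell-type lists between tumors and wild-type lungs (x axis), with filled circles for members that pass limma's adjusted p and black bars for list medians, from -3.54 for type 1 cells to 2.86 for basal and squamous cells.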

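Compared with tumors, lungs that also lacked *Erbb2* were higher in 11 of 11 alveolar type 2 and 17 of 17 endothelial genes, and lower in 9 of 17 basal and squamous and 5 of 10 mucous genes (limma's adjusted p, 3 against 3 arrays). With an estimated correlation in camera these lists lost their call (adjusted p = 0.0507 for type 2 and endothelial genes and 0.416 for the others). With fry in limma they passed (adjusted p = 1.60e-06 for type 2, 1.36e-06 for endothelial, 0.0116 for basal and squamous and 0.0074 for mucous genes). The housekeeping genes passed fry there as well (fry in limma adjusted p = 0.0173), so a pass does not set a list apart from other genes. The largest rises were *Cldn18* of alveolar junctions (5.40, SE 0.154), *Hc*, complement C5 (5.07, SE 0.153), *Ager*, the type 1 cell receptor (5.03, SE 0.13), *Npr3*, a natriuretic peptide receptor (5.03, SE 0.458), and *Fendrr*, a long non-coding RNA of lung mesenchyme (4.99, SE 0.187). They were followed by *Akap5*, a kinase anchor (4.91, SE 0.174), *Rtkn2*, a type 1 marker (4.89, SE 0.121), *Lgi3*, a secreted factor of type 2 cells (4.89, SE 0.143), *Car4* of capillaries (4.85, SE 0.32), and *Slc6a2*, the noradrenaline transporter (4.67, SE 0.192). The largest falls were *Wfdc18*, a protease inhibitor (-7.17, SE 0.499), *Dmbt1*, a mucosal receptor (-6.75, SE 0.814), *Cxcl5*, a neutrophil chemokine (-6.74, SE 0.941), *Serpinb12* (-6.35, SE 0.478), and *2210407C18Rik* (-6.31, SE 0.281). Below these came *Serpinb11* (-6.02, SE 0.534), *Ltf*, lactoferrin (-5.94, SE 0.605), *Sult1c1*, a sulfotransferase (-5.81, SE 0.841), *Aqp4*, a water channel (-5.77, SE 0.457), and *Agr2*, the mucin-folding isomerase (-5.56, SE 0.678).

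By list, all 11 type 2 genes rose, including *Sftpb* (4.44, SE 0.191) and the aspartic protease *Napsa* (3.47, SE 0.381) (0 lower, 0 not passing, 11 higher when adjusted over the list alone). Type 2 cell genes had a median of 3.41 (camera in limma adjusted p = 6.45e-13, but adjusted p = 0.0507 with an estimated correlation). For *Napsa* 1 of 2 probe sets passes. All 17 endothelial genes rose, including *Cldn5*, a vessel junction gene (4.01, SE 0.141) (0 lower, 0 not passing, 17 higher when adjusted over the list alone). Vessel genes had a median of 2.71 (camera in limma adjusted p = 3.01e-21, but adjusted p = 0.0507 with an estimated correlation). Type 1 genes rose in 10 of 12 (0 lower, 2 not passing, 10 higher when adjusted over the list alone). Type 1 cell genes had a median of 3.91 (camera in limma adjusted p = 9.25e-12, but adjusted p = 0.0507 with an estimated correlation). Fibroblast genes such as *Npnt*, a matrix ligand (3.12, SE 0.172), had 7 higher, 2 lower and 0 not passing of 9 (7 and 2 when adjusted over the list alone). Fibroblast genes had a median of 2.64 (camera in limma adjusted p = 7.57e-05, but adjusted p = 0.273 with an estimated correlation). Among alveolar macrophage genes 3 of 5 rose, *Chil3*, a chitinase-like protein, by 1.79 (SE 0.171) (0 lower, 2 not passing, 4 higher when adjusted over the list alone). Alveolar macrophage genes had a median of 1.79 (camera in limma adjusted p = 0.00596, but adjusted p = 0.369 with an estimated correlation). Smooth muscle genes had 2 higher, among them *Actg2*, an actin (1.49, SE 0.417), 0 lower and 4 not passing (3 higher when adjusted over the list alone). Smooth muscle genes had a median of 1.22 (camera in limma adjusted p = 0.0805).

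In the other direction, 9 of 17 basal and squamous genes fell, led by *Krt15* (-5.45, SE 0.578), *Krt17* (-5.19, SE 0.322) and *Krt14* (-5.16, SE 0.744) (0 higher, 8 not passing, 9 lower when adjusted over the list alone). Basal genes had a median of -2.75 (camera in limma adjusted p = 1.64e-05, but adjusted p = 0.416 with an estimated correlation). Simple-epithelial genes had 0 higher, 10 lower and 3 not passing of 13 (12 lower when adjusted over the list alone), including *Krt19* (-1.93, SE 0.215) and *Epcam* (-1.81, SE 0.178). Simple-epithelial genes had a median of -1.54 (camera in limma adjusted p = 3.09e-08, but adjusted p = 0.31 with an estimated correlation). Mucous genes such as *Muc4*, a membrane mucin that binds ERBB2 (-3.18, SE 0.208), had 0 higher, 5 lower and 5 not passing (5 lower when adjusted over the list alone), and 2 of the 3 probe sets of *Muc4* pass. Mucous genes had a median of -1.07 (camera in limma adjusted p = 0.00988, but adjusted p = 0.416 with an estimated correlation). Collagen and activated fibroblast genes had 0 higher, 4 lower, all of them collagens, and 5 not passing, with *Col1a1* at -2.78 (SE 0.141) and *Col5a1* at -1.78 (SE 0.128) (4 lower when adjusted over the list alone). Collagen and activated fibroblast genes had a median of -1.32 (camera in limma adjusted p = 0.00596, but adjusted p = 0.467 with an estimated correlation). Glycolysis genes had 0 higher, 10 lower and 2 not passing, including the glucose transporter *Slc2a1* (-1.55, SE 0.213) and the enzymes *Tpi1* (-1.53, SE 0.133) and *Pkm* (-1.34, SE 0.192) (12 lower when adjusted over the list alone). Glycolysis genes had a median of -0.77 (camera in limma adjusted p = 1.51e-06, but adjusted p = 0.369 with an estimated correlation).

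In total 949 genes were higher and 850 lower under the paper's thresholds, 52.8% of the calls being rises, and 955 and 857 at limma's adjusted p under 0.05 with the same fold. The groups did not overlap for 6558 genes, 36%, against 10% by chance. Fewer genes were higher than lower without tumor array 2 (948 and 1173) and at an unadjusted p under 0.05 with no fold (3030 and 3331).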

The second comparison was conducted between *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ lungs and *Pten*^d/d^*Smad4*^d/d^ lung tumors, and we identified 1184 upregulated genes and 1033 downregulated genes (Figure 2A and Table S3). The analysis of overlapping DEGs found that most of the DEGs identified in the first comparison showed the reversed expression pattern in gene-altered *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ lungs and *Pten*^d/d^*Smad4*^d/d^ lung tumors (Figure 2A and Table S4). 

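Genes raised in tumors, such as the secreted inhibitor *Wfdc18* and the squamous regulator *Trp63* (-4.63, SE 0.642, in triple-deleted lungs against tumors), were mostly the genes lower in triple-deleted lungs, and genes lost in tumors, such as the complement gene *Hc* and *Fgfr4*, an alveolar growth-factor receptor (-2.57, SE 0.255, then 2.67, SE 0.255), were mostly the genes higher there. Of the genes called in tumors against wild-type lungs, 726 rises turned into falls (83.4%) and 834 falls into rises (86%), 1560 genes or 84.7% in all, and 0 genes were called in the same direction in both comparisons. Another 145 rises and 136 falls were called in tumors against wild-type lungs only, and 115 rises and 124 falls in triple-deleted lungs against tumors only. *Fgfr4* has 5 probe sets, of which 3 pass.

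Both comparisons contain the same 3 tumor arrays, with opposite sign, so an array that is high by chance is counted as a rise in the former and as a fall in the latter. In 100 simulations with no effect at all this alone gave a mean of 4.99 reversed genes and at most 11. Independent lists of the same lengths would share 40.7 and 50.6 genes. Log2 changes of all genes correlated at -0.958, against -0.498 simulated with no effect, and 86.8% of genes had opposite signs, against 66.7% simulated. The covariance was -0.621, against -0.0278 simulated, a difference of -0.594. The simulations gave each gene 1 error for all groups, while tumor arrays varied more than the others. The median SD was 0.193 in tumors, 0.114 in wild-type lungs and 0.135 in triple-deleted lungs. The simulated values may therefore be too small for what the shared tumor arrays alone would give. The 3 tumor arrays cannot be split into separate sets of at least 2 for the comparisons, so part of the excess may still come from tumor arrays that differ for reasons other than genotype. The simulations also hold no difference between tumor and lung tissue. With such a difference, any 2 tumor-free groups that resemble each other would give many reversed genes. The excess therefore does not separate the loss of *Erbb2* from having no tumor.

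**Figure D2:**
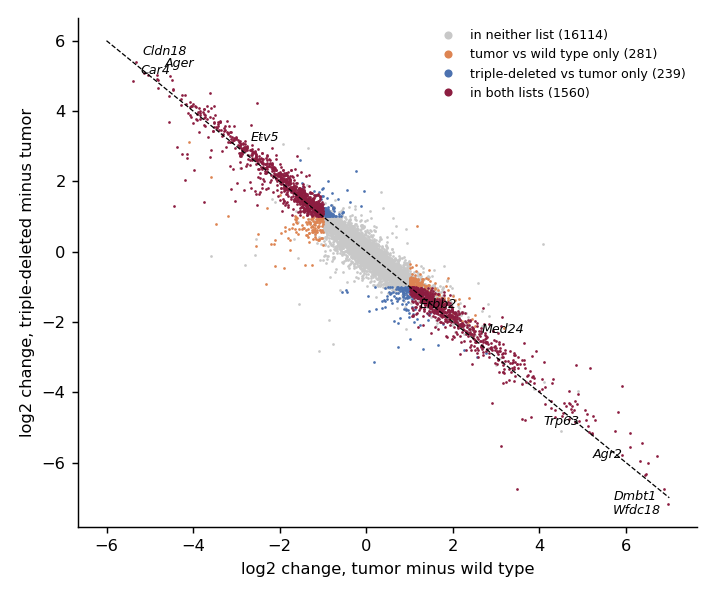
Log2 change of each gene in tumors minus wild-type lungs (x axis) and in triple-deleted lungs minus tumors (y axis), with 1560 genes called in both (dark) and a dashed line where triple-deleted lungs equal wild-type lungs.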

The expression heatmap of these overlapped genes further demonstrates that *Erbb2* loss normalized the expression patterns of cancer-related genes (Figure 2B). 

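Most genes called in tumors lay nearer to wild type in triple-deleted lungs than in tumors, and in triple-deleted lungs *Cldn18* was 0.07 (SE 0.154), *Krt14* 0.05 (SE 0.744) and *Sgtb*, a co-chaperone, 0.00 (SE 0.099) from wild type on the log2 scale (3 against 3 arrays). Across the 1841 genes called in tumors, the median share of the change still present was 2.04% (5th percentile -23.5%, 95th 42.1%, and from -0.642% without triple-deleted array 1 to 5.41% without tumor array 2), 6.48% for genes higher in tumors and -2.46% for genes lower, and 1759 of them (95.5%) lay nearer to the wild-type mean than the midpoint between the means of wild-type lungs and tumors. Their median absolute change was 1.65 in tumors and 0.177 in triple-deleted lungs, against 0.0867 for all genes in triple-deleted lungs.

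Of these genes 0 passed limma's adjusted p in triple-deleted against wild-type lungs, while 43 passed the paper's unadjusted thresholds, and without wild-type array 3 the former count became 17. Among all genes 0 passed limma's adjusted p, while 210 higher and 465 lower had an unadjusted p under 0.05, 3.71% of the genes against 5% by chance. When only the groups compared were fitted 0 passed again, while 520 higher and 671 lower had an unadjusted p under 0.05, or 6.55%. The 3-group fit shares its error with the tumor arrays, whose median SD was 0.193 against 0.114 in wild-type and 0.135 in triple-deleted lungs. Its p-values may therefore be too large for this comparison, and a share under 5% does not show that the groups are alike. Groups did not overlap for 1971 genes, 10.8%, where chance gives 10%.

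In triple-deleted against wild-type lungs 0 members of any list passed limma's adjusted p, although the named members *Ccl3*, *Cd68*, *Ctsk* and *Itgax* did without wild-type array 3. Sex-linked genes had a median of -2.47, with *Xist* at 4.30 (SE 2.12) and *Eif2s3y* at -3.71 (SE 1.92), and 4 not passing (0 when adjusted over the list alone, camera in limma adjusted p = 0.15). With members that move in opposite directions, this list test cannot show a difference in sex. Some lists passed camera at its preset correlation and lost the call with an estimated correlation. Pointing lower were macrophage genes (median -0.58, camera in limma adjusted p = 1.94e-16, but adjusted p = 0.272 with an estimated correlation), with *Ctsk*, a lysosomal protease, at -2.53 (SE 0.376) and *Cd68*, a lysosomal glycoprotein, at -1.43 (SE 0.252), and 11 not passing (6 lower when adjusted over the list alone). Chemokine genes had members on both sides of 0 and 21 not passing (median -0.55, camera in limma adjusted p = 8.17e-09, but adjusted p = 0.272 with an estimated correlation), with *Ccl3* at -3.03 (SE 0.52) and *Ccl2* at -1.23 (SE 0.251) (6 lower when adjusted over the list alone). Alveolar macrophage genes, such as *Itgax*, an integrin (-1.44, SE 0.302), had 5 not passing (2 lower when adjusted over the list alone, median -0.90, camera in limma adjusted p = 0.000206, but adjusted p = 0.272 with an estimated correlation). Cell cycle genes, with *Mki67*, a proliferation marker, at -0.95 (SE 0.437), had 17 not passing (0 when adjusted over the list alone, median -0.38, camera in limma adjusted p = 0.0012, but adjusted p = 0.872 with an estimated correlation). Pointing higher were endothelial genes, with *Egfl7*, a vessel growth factor, at 0.43 (SE 0.126) and 17 not passing (0 when adjusted over the list alone, median 0.28, camera in limma adjusted p = 5.18e-07, but adjusted p = 0.417 with an estimated correlation). Of type 1 genes 12 did not pass (0 when adjusted over the list alone, median 0.20, camera in limma adjusted p = 0.00213, but adjusted p = 0.417 with an estimated correlation). Of simple-epithelial genes 13 did not pass (0 when adjusted over the list alone, median 0.20, camera in limma adjusted p = 0.0219, but adjusted p = 0.872 with an estimated correlation). Of interferon-stimulated genes 9 did not pass (0 when adjusted over the list alone, median 0.38, camera in limma adjusted p = 0.00594, but adjusted p = 0.83 with an estimated correlation). Unlike these lists, the 1841 genes called in tumors were selected for being far from wild type there. A fresh measurement of tumors would tend to place them somewhat nearer to wild type. Their tumor changes, against which the shares left were taken, may therefore be too large.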

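The chemokines *Ccl20* (-3.43, SE 0.346), *Cxcl2* (-3.13, SE 0.837) and *Ccl8* (-2.21, SE 0.288), which draw lymphocytes, neutrophils and monocytes, were lower in triple-deleted lungs than in tumors (3 against 3 arrays). *Cxcl15*, made by lung epithelium, rose instead (3.46, SE 0.146). The epithelial integrins *Itgb4* (-2.58, SE 0.44) and *Itgb8* (-2.21, SE 0.188) fell. The collagenases *Mmp13* (-1.59, SE 0.445) and *Mmp14* (-1.51, SE 0.252) fell as well. The death receptor *Fas* (0.94, SE 0.16) and its brake *Cflar* (0.92, SE 0.208) rose. The proapoptotic *Bid* (-1.15, SE 0.218) and *Pmaip1* (-1.04, SE 0.315) fell. *Cdk1*, which drives entry into mitosis, fell (-1.49, SE 0.253).

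By list, chemokine genes had 1 higher, 10 lower and 10 not passing of 21 (1 higher and 12 lower when adjusted over the list alone), and in tumors against wild-type lungs 5 higher, 1 lower and 15 not passing (5 and 1 when adjusted over the list alone). Chemokines had a median of -1.31 (camera in limma adjusted p = 0.000567, but adjusted p = 0.369 with an estimated correlation). Chemokines in tumors had a median of 0.64 (camera in limma adjusted p = 0.203). Matrix proteases, epithelial integrins and laminins had 0 higher, 7 lower and 9 not passing of 16 (8 lower when adjusted over the list alone), after 6 higher, 0 lower and 10 not passing in tumors (6 higher when adjusted over the list alone). Matrix and integrin genes had a median of -0.40 (camera in limma adjusted p = 0.0135, but adjusted p = 0.48 with an estimated correlation). In tumors this list had a median of 0.15 (camera in limma adjusted p = 0.125). Cell death regulators had 7 higher, 3 lower and 10 not passing of 20 (7 and 4 when adjusted over the list alone), after 3 higher, 7 lower and 10 not passing in tumors (3 and 7 when adjusted over the list alone). Cell death genes had a median of 0.09 (camera in limma adjusted p = 0.338). Cell death genes in tumors had a median of -0.10 (camera in limma adjusted p = 0.257). Cell cycle genes had 0 higher, 1 lower and 16 not passing of 17 (1 lower when adjusted over the list alone), after 1 higher, 0 lower and 16 not passing in tumors (0 when adjusted over the list alone). Cell cycle genes had a median of -0.58 (camera in limma adjusted p = 0.0322, but adjusted p = 0.635 with an estimated correlation). Cell cycle genes in tumors had a median of 0.21 (camera in limma adjusted p = 0.3). For *Cflar* 2 of 5 probe sets pass.

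Lists near the deleted genes gave mixed results in triple-deleted lungs against tumors. Both groups lack *Pten* and *Smad4* in the airway epithelium, so this comparison does not show the effect of losing them. TGF-beta and BMP targets, which *Smad4* serves, had 5 higher, 1 lower and 6 not passing of 12 (5 and 2 when adjusted over the list alone), with the inhibitory *Smad6* at 3.90 (SE 0.299), *Id1*, a BMP target, at 2.08 (SE 0.169) and the ligand *Tgfb2* at -0.86 (SE 0.22), for which 3 of 4 probe sets pass. TGF-beta and BMP targets had a median of 0.16 (camera in limma adjusted p = 0.112). FOXO factors and targets, held down by the kinase AKT that PTEN opposes, had 3 higher, 0 lower and 9 not passing of 12 (3 higher when adjusted over the list alone), with *Klf2*, a vessel regulator, at 2.18 (SE 0.319) and *Cdkn1b*, a cell cycle inhibitor, at 0.73 (SE 0.138). FOXO factors and targets had a median of 0.10 (camera in limma adjusted p = 0.18). Fatty acid and cholesterol genes had 4 higher, 3 lower and 4 not passing of 11 (4 and 3 when adjusted over the list alone), led by the desaturase *Scd1* (1.71, SE 0.199) and the synthase *Fasn* (1.41, SE 0.241). Lipid genes had a median of 0.42 (camera in limma adjusted p = 0.243). Oxidative stress genes such as *Gclm* (-0.51, SE 0.188) had 7 of 7 not passing (0 when adjusted over the list alone). Oxidative stress genes had a median of -0.31 (camera in limma adjusted p = 0.296). In tumors against wild-type lungs, TGF-beta and BMP targets had 2 higher, 4 lower and 6 not passing (3 and 4 when adjusted over the list alone). FOXO factors and targets had 1 higher, 4 lower and 7 not passing there (1 and 6 when adjusted over the list alone). Neither list passed camera in limma there (adjusted p = 0.146 and 0.138).

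Immune lists were mixed as well. Macrophage genes had 1 higher, 4 lower and 6 not passing of 11 (1 and 5 when adjusted over the list alone), with *Arg1*, an arginase of wound macrophages, at -4.38 (SE 0.72) and the complement genes *C1qa* at -1.65 (SE 0.184) and *C1qc* at -1.66 (SE 0.157). Macrophage genes had a median of -0.34 (camera in limma adjusted p = 0.0805). T and NK cell genes had 3 higher, 1 lower and 7 not passing of 11 (3 and 1 when adjusted over the list alone), with the granzymes *Gzma* at 2.18 (SE 0.342) and *Gzmb* at 1.62 (SE 0.217). T and NK genes had a median of 0.07 (camera in limma adjusted p = 0.343). In tumors against wild-type lungs the median of this list was 0.14 and its mean -0.20, with camera in limma pointing down (1 higher, 2 lower, 8 not passing, 1 and 2 when adjusted over the list alone, adjusted p = 0.496). B and plasma cell genes had 0 higher, 1 lower and 8 not passing of 9 (1 lower when adjusted over the list alone), the fall being *Mzb1* of plasma cells (-2.28, SE 0.436). B and plasma genes had a median of -0.91 (camera in limma adjusted p = 0.124). Mast cell genes had 1 higher, 3 lower and 2 not passing of 6 (1 and 3 when adjusted over the list alone), with the receptor *Kit* at 2.35 (SE 0.116) and the proteases *Tpsb2* at -1.45 (SE 0.116, with 1 of 2 probe sets passing) and *Cpa3* at -1.41 (SE 0.212). Mast cell genes had a median of -0.49 (camera in limma adjusted p = 0.271). Neutrophil genes such as *S100a8* (3.06, SE 0.945) had 8 of 8 not passing (0 when adjusted over the list alone), and MHC class II genes such as *Cd74* (0.15, SE 0.0928) had 6 of 6 not passing (0 when adjusted over the list alone). Neutrophil genes had a median of 0.87 (camera in limma adjusted p = 0.18). MHC class II genes had a median of 0.04 (camera in limma adjusted p = 0.647). Interferon-stimulated genes had 1 higher, 4 lower and 4 not passing of 9 (1 and 5 when adjusted over the list alone), led by *Mx1*, an antiviral GTPase (-2.12, SE 0.31). Interferon-stimulated genes had a median of -1.09 (camera in limma adjusted p = 0.124).

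The lists are counts of chosen genes and not the pathway software of the paper, which was not run here.

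**Figure D3:**
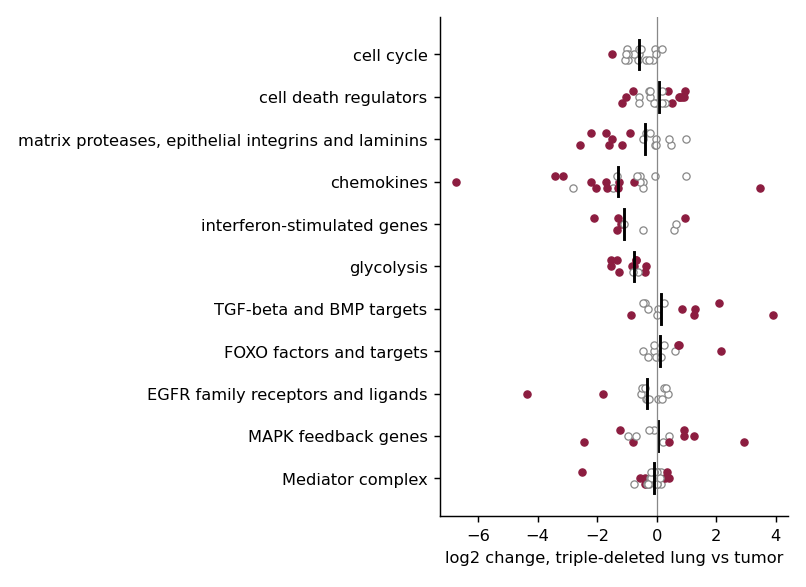
Log2 change of each member of 11 functional lists between triple-deleted lungs and tumors (x axis), with filled circles for members that pass limma's adjusted p and black bars for list medians, from -1.31 for chemokines to 0.16 for TGF-beta and BMP targets.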

Ingenuity Pathway Analysis (IPA) of these genes impacted by *Erbb2* ablation in the cancer model (Table S4) showed that they are significantly related to cancer, cellular movement, cell death, and survival (Figure 2C). These DEGs were analyzed to determine upstream regulators, which is a sub-method of IPA to identify the critical regulators enriched by its significantly changed downstream genes. As expected, ERBB2 is one of the top enriched upstream regulators (Figure 2C). 

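Genes that respond to receptor signaling did not move as a single block in triple-deleted lungs against tumors (3 against 3 arrays). *Ereg*, a ligand of the EGFR family induced by MAPK signaling, fell (-4.34, SE 0.534, limma adjusted p = 0.000769). So did the immediate early factor *Egr1* (-2.42, SE 0.338, limma adjusted p = 0.00148) and the AP-1 gene *Fosl1* (-1.24, SE 0.297, limma adjusted p = 0.0187, with 1 of 2 probe sets passing). In contrast *Etv5*, a target of fibroblast growth factor signaling in type 2 cells (2.94, SE 0.214, limma adjusted p = 5.16e-05), and *Spry4*, a feedback inhibitor (1.25, SE 0.285, limma adjusted p = 0.0148, with 2 of 4 probe sets passing), rose. The receptors *Egfr* (-0.48, SE 0.282, limma adjusted p = 0.27) and *Erbb3* (-0.40, SE 0.175, limma adjusted p = 0.148) did not pass at their brightest probe sets, though a dimmer one of the 7 of *Egfr* did (-0.91, SE 0.274, limma adjusted p = 0.0498 over all probe sets), and *Erbb4* read close to background (3.11 in wild-type lungs).

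Among 14 MAPK feedback genes 5 were higher, 3 lower and 6 not passing (6 and 5 when adjusted over the list alone). MAPK feedback genes had a median of 0.06 (camera in limma adjusted p = 0.573). In tumors against wild-type lungs the same list had 3 higher, 3 lower and 8 not passing (5 and 5 when adjusted over the list alone), its median (0.08) and mean (0.02) above 0 while camera in limma points down (adjusted p = 0.776). Of 13 EGFR-family receptors and ligands 0 were higher, 2 lower and 11 not passing (2 lower when adjusted over the list alone). EGFR-family genes had a median of -0.31 (camera in limma adjusted p = 0.18). Transcript levels of feedback genes do not measure receptor activity, and the upstream-regulator scores of the paper were not recomputed.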

Its activity was inhibited when the fold changes of DEGs were used in the second comparison (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^) (Figure 2C and Table S5). These results, at a molecular level, show that *Erbb2* loss suppressed the transcriptome profile changes induced by deletion of *Pten* and *Smad4*. This explains at the molecular level how *Erbb2* loss prevents *Pten^−/−^Smad4^−/−^*-induced lung tumor development on the side of a genome-wide gene expression analysis.

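The paper reasons from the number of reversed genes, their pattern in the heatmap and the predicted loss of ERBB2 activity, and concludes that *Erbb2* loss held back the expression changes caused by deleting *Pten* and *Smad4*. By array, the median share of the tumor change left in the 1841 called genes was 5.82%, 0% and -0.202% in triple-deleted lungs 1, 2 and 3 (SD 3.42). Genes on either side of wild type cancel in such a median. For the group means the shares of single genes ran from -23.5% (5th percentile) to 42.1% (95th percentile). The 1841 genes include *Napsa* (-3.35, SE 0.381, in tumors against wild-type lungs) and *Chil1* (-3.85, SE 0.262), both of type 2 cells, *Smad7*, an inhibitor of TGF-beta signaling (-1.13, SE 0.129), and *Itgb4*, an integrin of squamous cells (3.07, SE 0.44). The triple-deleted samples are lungs and the double-deleted samples are tumors, so a transcript difference that follows from having no tumor and a difference set by ERBB2 within a cell both enter this comparison.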

### 3.3. Conserved ERBB2-Downstream Genes (e.g., MED24) between Mouse and Human Lung Cancer

To identify these common downstream target genes of ERBB2 in lung cancer between mouse and human, ERBB2-correlated genes in human lung adenocarcinoma and squamous cell carcinoma (SCC) were determined from the TCGA Provisional Database [24]. These two datasets were used because immunohistochemical analysis showed that these tumors are not only positive for TTF1 (a typical adenocarcinoma marker), but also for P63 and CK5 (typical SCC markers) (Figure S1). Therefore, our gene expression correlation analysis included both lung adenocarcinoma and SCC. In TCGA database, 3504 genes showed a positive correlation with *ERBB2* in human lung adenocarcinoma with a *p*-value less than 0.05 (Table S6). Meanwhile, 3808 genes had a positive correlation with *ERBB2* in human lung SCC with the same cutoff of the *p*-value (Table S7). A total of 3415 and 3146 negatively correlated genes with *ERBB2* in lung adenocarcinoma (Table S8) and SCC (Table S9) were found, respectively. Overlapping analysis between *ERBB2*-correlated human genes and the second comparison (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^) was consequently conducted. The downregulated genes in the second comparison were overlapped with *ERBB2* positively correlated human genes, and vice versa. There were 154 genes showing an *ERBB2* positive correlation between mouse lung tumors and human lung adenocarcinoma (Table S10). Similarly, 149 genes were identified to be *ERBB2* positively correlated genes between human lung SCC and mouse lung tumors (Table S11). 

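Genes shared with human adenocarcinoma in Table S10 fell strongly in triple-deleted lungs against tumors, including *Prss22*, an airway serine protease (-4.77), *Msln*, the mesothelial antigen mesothelin (-4.31), and *Aqp3*, a basal-cell water channel (-3.86). Genes shared with squamous carcinoma in Table S11 included *Edn2*, an endothelin (-5.13), *Alox15*, a lipoxygenase (-4.66), *Nlrp10*, an inflammasome-related gene of skin (-4.66), and *Ly6d*, a keratinocyte antigen (-4.48) (3 against 3 arrays). Of the 154 entries of Table S10, 150 matched a gene here, of which 0 were higher, 145 lower and 5 not passing limma's adjusted p (146 lower when adjusted over the list alone, median -1.54). Of these 145 had the opposite call in tumors against wild-type lungs. Of the 149 entries of Table S11, 145 matched, with 0 higher, 143 lower and 2 not passing (143 lower when adjusted over the list alone, median -1.65), and 143 with the opposite call in tumors. The study chose both lists for being lower on these same arrays, so the counts are not independent evidence, and the genes named here were picked for the size of their change. The human correlations were not recomputed.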

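Genes of Table S12 that rose in triple-deleted lungs against tumors include *Pcolce2*, a collagen-processing enhancer (4.27), *Clec1a*, an endothelial lectin (3.82), and *Alas2*, the first enzyme of heme synthesis in red cells (3.71, SE 0.345). Genes of Table S13 include *Kcne2*, a potassium channel subunit (4.09), *Calcrl*, the adrenomedullin receptor of vessels (3.98, SE 0.259, 2 of 3 probe sets passing), and *Phactr1*, an actin regulator of vessels (3.68) (3 against 3 arrays). Of the 117 entries of Table S12, 110 matched a gene here, of which 104 were higher, 0 lower and 6 not passing limma's adjusted p (105 higher when adjusted over the list alone, median 1.42). Of the 87 entries of Table S13, 82 matched, with 74 higher, 0 lower and 8 not passing (76 higher when adjusted over the list alone, median 1.41). In tumors against wild-type lungs 103 and 74 of them had the opposite call. Both lists were chosen by the study for being higher on these arrays, so the counts are not independent evidence, and the genes named here were picked for the size of their change.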

By overlapping these upregulated genes identified in the second comparison (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^) with these *ERBB2* negatively correlated genes, 117 and 87 genes were found in human lung adenocarcinoma (Table S12) and SCC (Table S13), respectively. These overlapped genes were *ERBB2*-downstream targets potentially conserved between mouse and human lung tumors.

We next identified candidate genes with significant changes in our mouse microarrays and with the highest correlation in both human lung adenocarcinoma and SCC (Figure S2 and Figure 3A). Among these top changed genes was *Med24* (Figure 3A). 

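Other genes of Figure 3A changed in the direction the paper gives when triple-deleted lungs were compared with tumors (3 against 3 arrays). *Tjp3*, a tight-junction scaffold, fell (-1.97, SE 0.203, limma adjusted p = 0.000305), and so did *Celsr1*, a planar polarity cadherin (-1.72, SE 0.207, limma adjusted p = 0.000691). *Slc44a4*, a choline-like transporter of epithelium, fell (-1.62, SE 0.208, limma adjusted p = 0.000936), together with *Tmc4*, a channel-like membrane protein (-1.37, SE 0.14, limma adjusted p = 0.000302), and *Spint1*, an inhibitor of epithelial proteases (-1.07, SE 0.2, limma adjusted p = 0.00607). *Pttg1*, the mitotic securin, rose (1.93, SE 0.296, limma adjusted p = 0.00233), and so did *Sgtb*, a co-chaperone (1.23, SE 0.099, limma adjusted p = 8.10e-05). In tumors against wild-type lungs the same genes moved oppositely, with *Tjp3* at 1.83 (SE 0.203), *Celsr1* at 1.93 (SE 0.207), *Slc44a4* at 1.76 (SE 0.208), *Tmc4* at 1.36 (SE 0.14), *Spint1* at 1.17 (SE 0.2), *Pttg1* at -1.78 (SE 0.296) and *Sgtb* at -1.23 (SE 0.099). All 3 probe sets of *Pttg1* pass in both comparisons, and the other genes each have 1 probe set.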

*MED24* not only had the highest correlation relationship (R-value) with *ERBB2* in lung adenocarcinoma and in SCC, but also had a significant fold change after *Erbb2* loss in mouse lungs (Figure 3A). 

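*Med24*, a tail subunit of the Mediator complex that links transcription factors to RNA polymerase II, was lower in triple-deleted lungs than in tumors by a log2 change of -2.51 (SE 0.368, 3 against 3 arrays, limma adjusted p = 0.00185). Most other Mediator subunits did not pass, including *Med1* (-0.01, SE 0.105) and *Med23* (-0.12, SE 0.0951). Subunits that passed moved little, such as *Med12l* (-0.56, SE 0.155, with 2 of 3 probe sets passing), *Med10* (-0.39, SE 0.0834), *Med19* (-0.38, SE 0.104) and *Med4* (0.42, SE 0.0921). The kinase module genes *Cdk8* (0.06, SE 0.0975), *Cdk19* (-0.07, SE 0.268) and *Ccnc* (-0.75, SE 0.24) did not pass. *Med28* read 0.00 (SE 0.165) at its brighter probe set, while its other probe set gave 0.48. Of 33 Mediator genes 3 were higher, 4 lower and 26 not passing (3 and 5 when adjusted over the list alone), and in tumors against wild-type lungs 6 were higher, 2 lower and 25 not passing (7 and 2 when adjusted over the list alone). Mediator genes had a median of -0.08 (camera in limma adjusted p = 0.213). Mediator genes in tumors had a median of 0.04 (camera in limma adjusted p = 0.257).

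*Med24* and *Erbb2* lie close together on mouse chromosome 11. Of the 37 genes listed for this stretch, *Med24* among them, 3 were higher, 6 lower and 28 not passing in triple-deleted lungs against tumors (3 and 6 when adjusted over the list alone), with *Csf3*, the granulocyte growth factor, at -2.79 (SE 0.373), *Igfbp4*, a growth-factor binding protein, at -0.78 (SE 0.181) and *Plxdc1*, a vessel receptor, at 1.12 (SE 0.149, with 1 of 2 probe sets passing). Neighbouring genes had a median of -0.22 (camera in limma adjusted p = 0.243). *Med24* has a second, dim probe set that read 4.09 in wild-type lungs and did not change (0.04, SE 0.147, between triple-deleted lungs and tumors), so its result rests on 1 probe set.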

The details of the correlation analysis between *MED24* and *ERBB2* in human lung cancer are included as an example for these correlated genes (Figure 3B). We hypothesized that these top *ERBB2*-correlated genes (Figure 3A), such as *MED24*, were crucial players regulating lung cancer development.

Other genes likely to be important for *ERBB2*-dependent lung tumor development uncovered by this correlation analysis were *ELF3* and *FAM83E.* We previously showed *ELF3* to be a key downstream oncogene of *ERBB2* in lung cancer development [12]. Here, it was identified in our correlation analyses (Figure 3A), suggesting it to be another contributor to *ERBB2*-dependent lung tumor development. 

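*Elf3*, an epithelium-specific ETS factor, was among the most clearly changed genes named by the paper. It read 8.39, 8.38 and 8.20 (log2) in wild-type lungs, 11.39, 11.54 and 10.97 in tumors and 8.39, 7.89 and 8.11 in triple-deleted lungs. It rose in tumors by 2.98 (SE 0.175, 3 against 3 arrays, limma adjusted p = 1.72e-05) and was lower in triple-deleted lungs than in tumors by a log2 change of -3.17 (SE 0.175, limma adjusted p = 1.22e-05). Its distance from wild type in triple-deleted lungs was -0.19 (SE 0.175, limma adjusted p = 1). *Elf3* is expressed mainly in epithelium, and bulk tissue does not separate more *Elf3* per cell from more epithelial cells.

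**Figure D4:**
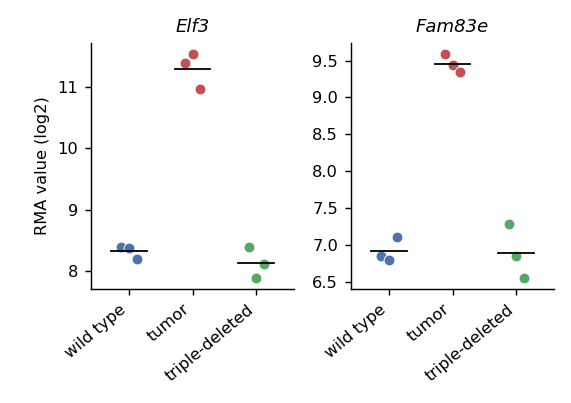
Log2 values of *Elf3* and *Fam83e* in each array (dots) with group means (bars), *Elf3* at 8.32 in wild-type lungs, 11.3 in tumors and 8.13 in triple-deleted lungs.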

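*Fam83e*, of a family that passes EGFR signals on to MAPK, was higher in tumors than in wild-type lungs by 2.54 (SE 0.183, 3 against 3 arrays, limma adjusted p = 4.96e-05) and lower in triple-deleted lungs than in tumors by a log2 change of -2.56 (SE 0.183, limma adjusted p = 4.55e-05). Its dimmer probe set gave 1.32 (SE 0.229) and -1.60 (SE 0.229). *Fam83f* (1.73, SE 0.126, then -1.77, SE 0.126) and *Fam83h* (1.46, SE 0.31, then -1.47, SE 0.31, with 1 of 2 probe sets passing in the latter comparison) moved the same way, while *Fam83g* did not pass at its brighter probe set (0.66, SE 0.302) but did at its other one (0.79, then -0.73). Of 5 family members measured 3 were higher, 0 lower and 2 not passing in tumors (3 higher when adjusted over the list alone), and 0 higher, 3 lower and 2 not passing in triple-deleted lungs against tumors (3 lower when adjusted over the list alone). FAM83 genes in tumors had a median of 1.46 (camera in limma adjusted p = 0.00375, but adjusted p = 0.389 with an estimated correlation). FAM83 genes in triple-deleted lungs had a median of -1.47 (camera in limma adjusted p = 0.00323, but adjusted p = 0.369 with an estimated correlation). *Fam83a*, *Fam83b* and *Fam83c* have no named probe set in the annotation used.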

*FAM83E* had a positive correlation with *ERBB2* in mouse and human lung tumors and also was overexpressed in mouse lung tumors (Figure 3A). In fact, the FAM83 family, including FAM83E, was reported to promote ERBB2 signaling [25]. Moreover, each FAM83 member was found to be overexpressed in at least one of 17 distinct tumor types, including lung cancer [26]. Of note, FAM83E promoted human mammary epithelial cell (HMEC) transformation [26] and was recently identified as an oncogene [25].

### 3.4. MED24 May Be an Oncogenic Player in ERBB2-Dependent Lung Cancer Development

To validate the regulation of ERBB2 on MED24 expression in mouse lung tumors, we examined the expression of MED24 and ERBB2 in wild-type lungs, *Pten*^d/d^*Smad4*^d/d^ lung tumors, and *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ lungs at 12 to 13 months of age. Consistent with the observation in the first and second comparisons in the microarray analyses (Tables S2 and S3), the mRNA expression of *Erbb2* and *Med24* was significantly downregulated after *Erbb2* loss (Figure 4A,B). 

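On the arrays *Erbb2* was 3.49-fold lower in triple-deleted lungs than in tumors (log2 change -1.80, SE 0.207, 3 against 3 arrays, limma adjusted p = 0.000525), and *Med24* was 5.68-fold lower, falling from 11.14, 10.99 and 9.53 (log2) in tumors to 7.94, 8.14 and 8.06. Compared with wild-type lungs, triple-deleted lungs had *Erbb2* at -0.73 (SE 0.207, limma adjusted p = 0.914, groups not overlapping) and *Med24* at 0.00 (SE 0.368, limma adjusted p = 1). *Med24* thus lay at its wild-type level of 8.11, 8.09 and 7.93, while *Erbb2* lay below its wild-type arrays without passing the adjusted p, and whether the wild-type lungs carry the floxed allele is not settled. The SE of *Erbb2* is shared with the tumors, which varied more (SD 0.45). A fit of only wild-type and triple-deleted lungs also passed 0 genes at limma's adjusted p. *Erbb2* has 1 probe set, which also detects stromal and other cells in which the gene was not deleted.

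**Figure D5:**
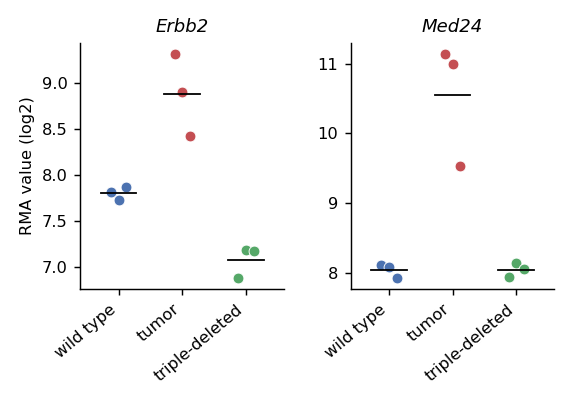
Log2 values of *Erbb2* and *Med24* in each array (dots) with group means (bars), *Erbb2* at 7.80 in wild-type lungs, 8.88 in tumors and 7.08 in triple-deleted lungs.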

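In tumors against wild-type lungs *Erbb2* was 2.11-fold higher (log2 change 1.08, SE 0.207, 3 against 3 arrays, limma adjusted p = 0.00672) and *Med24* 5.7-fold higher (log2 change 2.51, SE 0.368, limma adjusted p = 0.00183). The tumor pools spread widely, with an SD of 0.889 for *Med24* and 0.45 for *Erbb2* against 0.0987 and 0.0702 in wild-type lungs. *Ereg*, an EGFR-family ligand, rose as well (4.86, SE 0.534, limma adjusted p = 0.000443), while *Egfr* (0.50, SE 0.282, limma adjusted p = 0.248) and *Erbb3* (0.20, SE 0.175, limma adjusted p = 0.453) did not pass at their brightest probe sets. Of the 7 probe sets of *Egfr*, 2 dimmer ones passed, at 0.96 (SE 0.274, limma adjusted p = 0.0403 over all probe sets) and 0.67 (SE 0.178, limma adjusted p = 0.0311 over all probe sets). Of 13 EGFR-family receptors and ligands 2 were higher, 0 lower and 11 not passing (2 higher when adjusted over the list alone). EGFR-family genes in tumors had a median of 0.30 (camera in limma adjusted p = 0.146).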

Meanwhile, there was an increase of *Erbb2* and *Med24* mRNA expression after deletion of *Pten* and *Smad4* in comparison to the wild-type group (Figure 4A,B). In line with the mRNA expression results, the protein levels of ERBB2 and MED24 confirmed the mRNA and immunohistochemical analysis. (Figure 4C,D and Figure S3). These results suggest that *Med24* is a downstream gene of ERBB2 in mouse lung tumor development.

Given that ERBB2 is an EFGR family member, it can be activated by its ligand treatment (e.g., EGF) [10,27]. We next asked whether EGF treatment could induce MED24 expression in human lung tumor cells. Upon EGF treatment, MED24 expression was induced at mRNA and protein levels (Figure 5A,B). In agreement with this induction result, inhibition of ERBB2 phosphorylation by its kinase inhibitor (e.g., Lapatinib) caused the decrease of MED24 expression (Figure 5C). These results (Figure 5A–C) suggest that MED24 is a downstream gene of the EGFR family in human lung cancer cells.

To examine whether MED24 expression is critical for the cell growth in human lung cancer cells, gene knockdown experiments were performed. We found inhibition of MED24 expression in human lung cancer cells (e.g., H358) using siRNA-reduced cell growth (Figure 5D–F). In line with these oncogenic characteristics of MED24 in human lung cancer cells, we found that NSCLC patients with MED24 high expression had a lower survival rate (Figure 5G and Figure S4).

## 4. Discussion

Using mouse models, we demonstrated that *Erbb2* deficiency prevented lung tumor development induced by deletion of *Pten* and *Smad4* by de-dysregulation of these cancer-related genes. Overlapping with *ERBB2*-correlated genes in human lung tumors, we further identified a subgroup of ERBB2-regulated genes that might be conserved in human and mouse lung tumors. Functional analysis of the top *ERBB2*-correlated genes (e.g., *MED24*) suggested that overexpression of MED24, a subunit of the Mediator complex, might be required for the ERBB2 pathway to dysregulate gene expression and the consequent lung cancer development.

The Mediator complex is a master regulator of transcription in all eukaryotes by transducing signals from the transcription activators to transcription machinery [28]. This complex consists of MED proteins (MED1–31) interacting with CDK8/19 and CycC [29]. Given that cancer development is frequently associated with significant alterations in gene expression and the Mediator complex has a global impact on gene expression, different subunits of the Mediator complex have been linked to cancer development [28]. For example, MED23 is selectively required for Ras-active lung cancer cells [30]; MED19 was found to promote tumorigenesis of lung cancer using a xenograft mouse model [31]; MED28 expression is positively associated with poor outcome in breast cancer patients [32]; and MED1 and MED24 were also reported to cooperatively contribute to the growth of breast cancer cells [33].

Here, we demonstrate that the MED complex is involved in ERBB2-dependent lung tumor development. MED24 may be a critical gene required for cell growth of lung cancer cells. We not only identified that *MED24* is a conserved downstream gene of ERBB2 in mouse and human lung tumors but also showed that its knockdown attenuates cell growth of lung cancer cells. This suggests that MED24 may play a crucial role in ERBB2-dependent lung tumor development. The treatments of EGF or Lapatinib (Figure 5A–C) suggested that ERBB2 phosphorylation (p-ERBB2), besides altered ERBB2 expression (Figure 4), was also capable of regulating MED24. It also suggested that it could be a strategy to treat lung cancer patients with high expression of MED24 using the inhibitor of p-ERBB2 (e.g., Laptinib). In addition, MED24 expression is significantly induced in *Pten*^−/−^*Smad4*^−/−^ lung tumors (Table S2), whose ERBB phosphorylation was reported to be significantly induced [12]. Meanwhile, we noticed that the impact of *MED24* knockdown on lung cancer cell growth is limited. Considering that the MED complex is usually required for a global transcription in eukaryotes [28] and that the *MED24* (also called *TRAP100*) whole-body knockout mouse is embryonic lethal [34], these cells with high efficiency of *MED24* knockdown may be lethal. In the future, generation of MED24 floxed mice will be an attractive way to study the in vivo function of MED24 in lung tumor development or other diseases.

In summary, by taking advantage of genetic mouse models, we demonstrated that ERBB2 was required for lung tumor development in vivo. Mechanistically, the genome-wide analysis showed that ERBB2 was required for dysregulated gene expression during lung tumor development. The systematic correlation analysis identified the conserved *ERBB2*-correlated genes between mouse and human lung tumors. Functional analysis of MED24, the top candidate gene of ERBB2, established an exciting mechanistic link between EGFR signaling and the Mediator complex. Clinically, MED24 expression is associated with a poor survival rate of NSCLC patients, suggesting MED24 as a potential target for lung cancer patients, especially those with ERBB2 alterations.

## Figures and Tables

**Figure 1:**
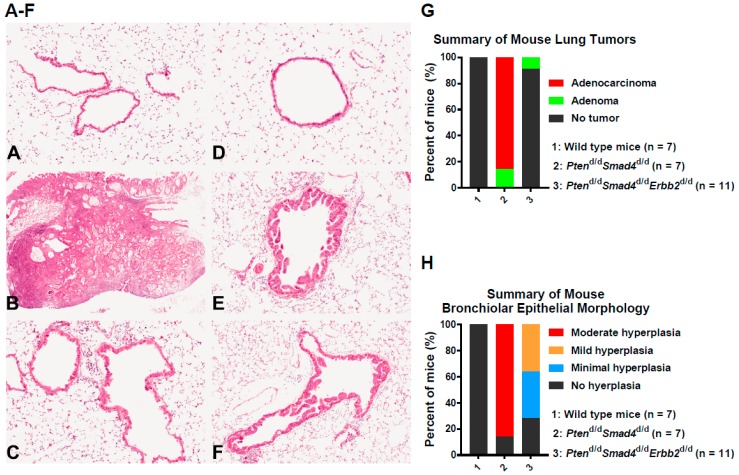
In vivo ablation of *Erbb2* prevents lung tumor development induced by compound deletion of *Pten* and *Smad4*. (**A**–**F**). Hematoxylin and eosin (H&E) staining of mouse lungs and lung tumors at 12 to 13 months of age. (**G**–**H**). Quantification of tumor incidences (**G**) or hyperplasia (**H**) in mouse lungs from the mice shown in Figures A–F and listed in Table S1. Pulmonary bronchioles from two wild-type mice (Figure 1A,D) are lined by a single layer of simple columnar epithelium. A representative pulmonary adenocarcinoma, which was present in almost all of the *Pten*^d/d^*Smad4*^d/d^ mice, is shown in Figure 1B. In addition to adenocarcinomas, most *Pten*^d/d^*Smad4*^d/d^ mice also exhibited moderate hyperplasia of the bronchiolar epithelium (Figure 1E), seen diffusely throughout the lung as the proliferation of the epithelial cells circumferentially lining the bronchioles, with crowding and outfolding or short papillary projections into the bronchiolar lumen. In contrast, *Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ mice did not have adenocarcinomas, and either did not have bronchiolar epithelial hyperplasia or, if present, it was either minimal (Figure 1C) or mild (Figure 1F) in severity. Minimal bronchiolar epithelial hyperplasia was seen as a slight crowding of epithelial cells in occasional bronchioles. Mild bronchiolar epithelial hyperplasia was seen as some crowding and outfolding, but with uneven distribution both within single bronchioles and throughout the lung.

**Figure 2:**
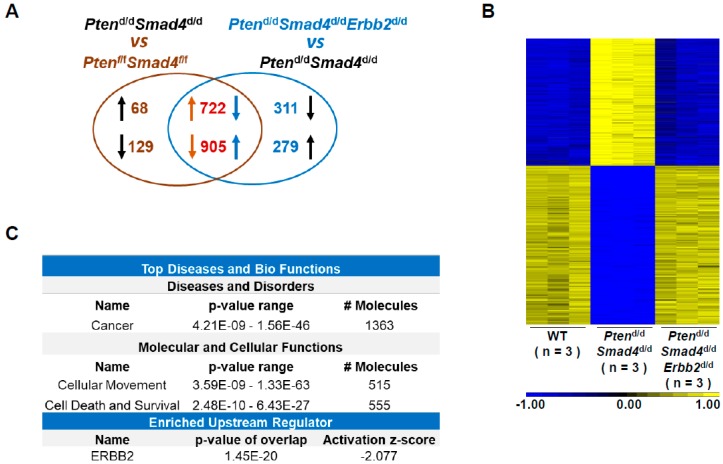
Transcriptome analysis of ERBB2-regulated genes associated with cancer development. (**A**) Overlapping analysis of differentially changed genes identified in microarrays using mouse lungs and lung tumors at 12 to 13 months of age. (**B**) Heatmap analysis of overlapped genes identified in Figure 2A. (**C**) Ingenuity Pathway Analysis of overlapped genes identified in Figure 2A.

**Figure 3:**
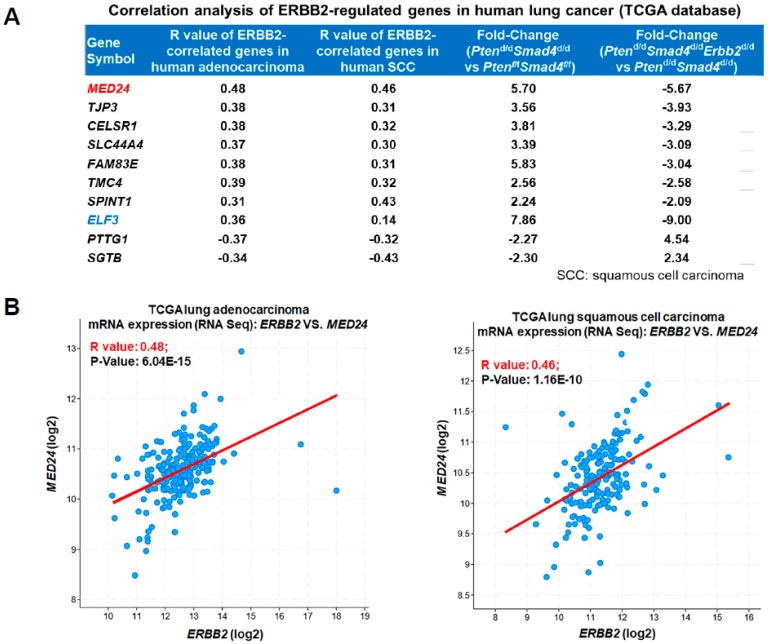
*MED24* is a conserved downstream target of *ERBB2* between mouse lung tumors and human lung cancer. (**A**) Top *ERBB2*-correlated genes in human lung adenocarcinoma and squamous cell carcinoma. (**B**) Correlation analysis between *MED24* and *ERBB2* in human lung adenocarcinoma (left panel) and squamous cell carcinoma (right panel).

**Figure 4:**
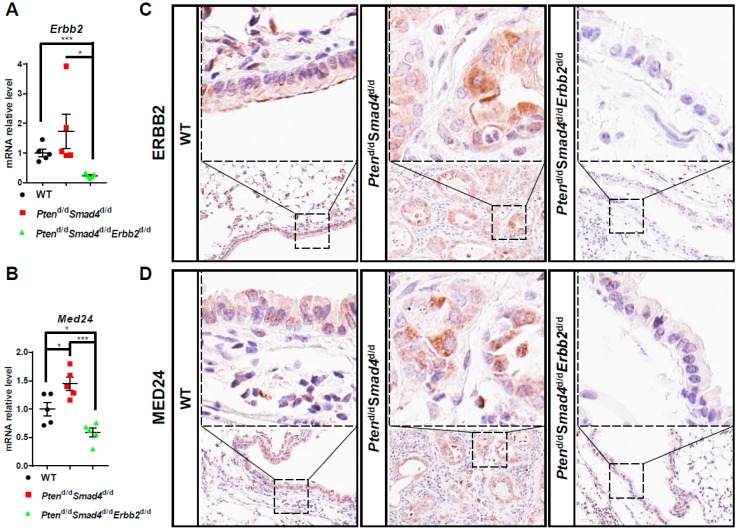
In vivo ablation of *Erbb2* in mice causes a decrease of *Med24* expression. (**A**,**B**) qRT-PCR analysis of mRNA expression of *Erbb2* (A) and *Med24* (B) in mice at 12 to 13 months of age (*n* = 5). Error bar using SD and *t*-test; * *p*-value < 0.05; *** *p*-value < 0.01. (**C**,**D**) Immunohistochemistry analysis of protein expression of ERBB2 (**C**) and MED24 (**D**) in mice at 12 to 13 months of age (*n* > or = 5). Scale bar (Bottom panel: black box (50 um)).

**Figure 5:**
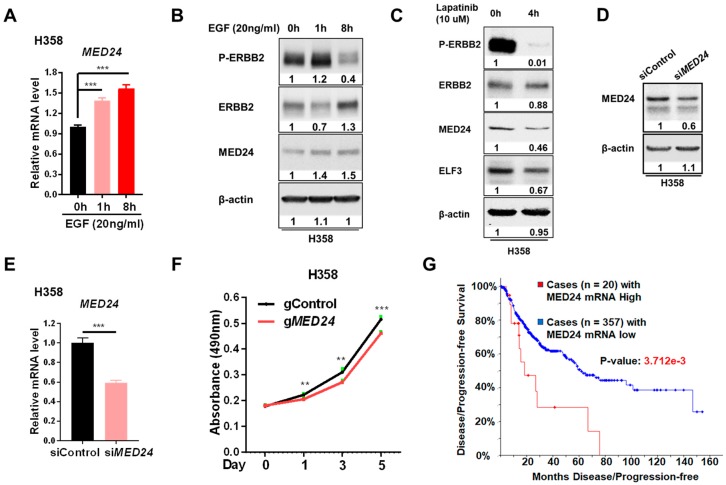
Knockdown of *MED24*, an epidermal growth factor (EGF) response gene, in human lung cancer cells attenuates cell growth. (**A**) qRT-PCR analysis of mRNA expression of *MED24* in H358 cells, a human lung adenocarcinoma cell line. Error bar using SD and *t*-test; ***, *p*-value < 0.01. (**B**,**C**) Western blot analysis of protein expression with the treatment of EGF (**B**) or Lapatinib (**C**). (**D**,**E**) Western blot (D) and qRT-PCR (E) analyses of protein (**D**) and mRNA (**E**) expression after knockdown of *MED24* using siRNA. Error bar using SD and *t*-test; ***, *p*-value < 0.01. (**F**) MTS assay of viable cells after knockdown of *MED24* using siRNA. MTS is a novel tetrazolium compound [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, which is for cell proliferation assay. Error bar using SD and *t*-test; **, *p*-value < 0.01; ***, *p*-value < 0.01. (**G**) Survival analysis of lung cancer patients with relatively high or low expression of *MED24* using an online database. Image J was used to quantify the relative level of protein bands in Figure 5B–D; All experimental groups were compared to their treatment control groups.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/6/615/s1, Figure S1: Immunohistochemistry analysis of lung tumors in *Pten*^d/d^*Smad4*^d/d^ mice at 12 to 13 months of age. Scale bar, 200 µm. Figure S2: The workflow of identification of ERBB2-correlated genes. Figure S3: Western blot analysis of protein expression of ERBB2 and MED24 in mice at 12 to 13 months of age (*n* = 5). Image J was used to quantify the relative level of protein bands; Each protein band was compared to the first band in the same row, respectively. Dot plot figures (lower panel) were generated based on the quantifications of Western blot (upper panel). Figure S4: Approximately 5% of lung cancer patients have MED24 mRNA upregulation. This is from the TCGA Provisional database (mRNA Expression z-Scores (RNA Seq V2 RSEM); Enter a z-score threshold ± 2.5), and it is the cutoff for the patient groups used in Figure 5F. Table S1: Summary of mouse lung pathology. Table S2: DEGs identified in the microarray analysis (*Pten*^f/f^*Smad4*^f/f^ vs. *Pten*^d/d^*Smad4*^d/d^). Table S3: DEGs identified in the microarray analysis (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^). Table S4: DEGs identified in the overlapping of microarray (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^) and of microarray (*Pten*^f/f^*Smad4*^f/f^ vs. *Pten*^d/d^*Smad4*^d/d^). Table S5: Upstream regulator analysis of DEGs identified in the overlapping of microarray (*Pten*^d/d^*Smad4*^d/d^*Erbb2*^d/d^ vs. *Pten*^d/d^*Smad4*^d/d^) and of microarray (*Pten*^f/f^*Smad4*^f/f^ vs. *Pten*^d/d^*Smad4*^d/d^). Table S6: ERBB2 positively correlated genes in TCGA lung adenocarcinoma. Table S7: ERBB2 positively correlated genes in TCGA lung squamous cell carcinoma. Table S8: ERBB2 negatively correlated genes in TCGA lung adenocarcinoma. Table S9: ERBB2 negatively correlated genes in TCGA lung squamous cell carcinoma. Table S10: ERBB2 positively and potentially regulated genes between human lung adenocarcinoma and mouse lung tumors. Table S11: ERBB2 positively and potentially regulated genes between human squamous cell carcinoma and mouse lung tumors. Table S12: ERBB2 negatively and potentially regulated genes between human lung adenocarcinoma and mouse lung tumors. Table S13: ERBB2 negatively and potentially regulated genes between human squamous cell carcinoma and mouse lung tumors.

How the deposited data were processed for this re-analysis (not part of the article)

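RNA from wild-type lungs, from lung tumors of mice lacking *Pten* and *Smad4* in the airway epithelium, and from lungs of mice lacking *Pten*, *Smad4* and *Erbb2* was measured on Affymetrix whole-genome mouse arrays, 3 arrays per group and 9 in all. The animals were 12 to 13 months old. The paper describes each array as an independent pool of RNA, so the replicate is the pool. The genotype of the wild-type lungs is given differently in the sample labels, the series design and Tables S2 to S4, and whether they carry the floxed *Erbb2* allele is not settled. How many mice entered each pool is not given in the files, and the number of mice behind a value is therefore unknown.

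The authors normalized the arrays together by RMA with quantile normalization in Partek 7.17 and deposited log2 values for 45101 probe sets, and these deposited log2 values were used without further normalization. The methods also state that MAS5 was used to generate other files, which were processed in OmicSoft Array Studio and were not used here. Array medians are identical (largest difference 0), as quantile normalization makes them, so median centring is void as an alternative. Values have a median of 6.32 and a lower quartile of 4.69. Raw image files were not used.

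Probe sets were joined to genes through the supplied annotation of the array and the Entrez identifiers of the mouse GRCm38.p6 RefSeq gene table. Of all probe sets, 34958 carry 1 gene symbol, 932 carry several and 9211 carry none here. Probe sets with several or no symbols were left out, which removes *Pten*, *Stat1*, *Casp3*, *Spp1*, *Areg* and others from the results. Each gene took the value of its brightest probe set over all 9 arrays, giving 18194 genes, of which 18033 have their identifier in the RefSeq table and 9012 have more than 1 probe set. No gene was filtered out by level, and 2588 of the chosen genes lie under the lower quartile in every group.

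Groups were set from the sample labels before the values were opened, and 3 comparisons were made: tumors against wild-type lungs, triple-deleted lungs against tumors, and triple-deleted against wild-type lungs. All used a single linear model over the 3 groups in limma 3.58.1 with moderated errors, run in R 4.3.3. A gene was called under the thresholds of the paper, an unadjusted p under 0.01 and a fold over 2. Adjusted p-values are Benjamini-Hochberg over all genes of a comparison. The median SD between arrays of the same group was 0.141 over all groups, 0.114 in wild-type lungs, 0.193 in tumors and 0.135 in triple-deleted lungs. With 3 arrays against 3, the smallest exact permutation p is 0.1, so p-values rest on the model.

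The 37 gene lists were written from general knowledge before the expression values were opened. The leading entries of Tables S2 to S4 had been seen by then, and some genes of the lists, such as *Cldn18*, *Ager*, *Stoml3*, *Itgb8* and *Ccl8*, stand among them. Lists cover alveolar type 1 and type 2, club, ciliated, basal and squamous cells, keratins and junctions of simple epithelium, mucous secretion, endothelium, lung fibroblasts, collagens, smooth and cardiac muscle, alveolar and other macrophages, T and NK, B and plasma, mast and erythroid cells, neutrophils, cell cycle, EGFR-family receptors and ligands, MAPK feedback, Mediator, FAM83, TGF-beta and BMP targets, FOXO factors, matrix proteases and integrins, chemokines, cell death, interferon-stimulated genes, MHC class II, oxidative stress, glycolysis, fatty acid and cholesterol synthesis, neighbours of *Erbb2*, sex-linked genes and housekeeping genes. Members were counted at limma's adjusted p under 0.05, and again with the adjustment taken over the list alone. Lists were tested with camera in limma at its preset inter-gene correlation of 0.01, and as alternatives with an estimated correlation and with fry. Tables S10 to S13 were read from the supplement and matched by symbol.

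Genes named in the text are the 10 largest rises and falls per comparison among genes that pass the adjusted p and whose groups do not overlap, the genes the paper names, and up to 4 passing members of each list, or the 2 of lowest p where none passes. Other genes are named only beside Tables S10 to S13 and in the closing section, where they are marked as picked after the values were seen.

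Because both main comparisons use the same tumor arrays, the count of reversed genes was compared with 100 simulations that contain no effect. They keep each gene's mean and use 1 error per gene for all 3 groups. The pipeline was also tested on simulated data with 200 changed genes. At the thresholds of the paper it found 56.7% of changes of log2 1 and 100% of changes of log2 2 and 4 in tumors against wild-type lungs, and 49.3%, 98.5% and 100% in triple-deleted lungs against tumors. Of 17994 unchanged genes it called 15, 18 and 19 in the 3 comparisons, and 7, 7 and 0 at limma's adjusted p under 0.05. Arrays were regrouped in all 10 ways per comparison.

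Alternatives fixed before the values were opened were the mean of all probe sets of a gene, any probe set, no probe sets of the less specific _x_at and _s_at kinds, a filter on low values, a replicate block, plain ANOVA errors, limma with trend and robust errors, a fit of only the groups compared, median centring, cyclic loess, leaving out each array, and other thresholds. A covariate of the mean level of the Y-linked genes, the largest p of Table S2 as threshold, and any probe set together with plain ANOVA were added after the data were seen. Explanations of a result were tested by stated rules. Those for dilution, sex and the median of the neighbours of *Erbb2* were chosen after the result was seen, and the others were written before their own values were computed but after an exploration that had shown the number of called genes and the change of *Med24*.

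The pathway analysis with commercial software, which used genes called on these arrays, was left out. Also left out were the human tumor correlations, the cell-line experiments, protein and histology, which do not rest on the arrays. RT-qPCR was not re-analysed, and its levels read from Fig. 4A,B were only set beside the array values. The paper's Table S1 of lung pathology and Tables S6 to S9 of human genes correlated with ERBB2 were at hand and not analysed. Table S3 is held only in part (its first 1999 entries, with 218 left out), so no overlap was tested on it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.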

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

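The tests of 1 common dilution and of sex below were chosen after the result was seen, and the test of array normalization was written before its value was computed. Each value in this part drew attention because it lies in a comparison or a list of genes that the text of the paper does not discuss, although single genes of the lists, such as *Cldn18* and *Ager*, stand in its tables.

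Markers of normal lung fell in tumors, with a median log2 change of -3.54 for alveolar type 1 genes and -2.56 for endothelial genes. If the tumor pools were normal lung diluted by tumor cells, all normal lung cells would fall by the same amount, and the medians of 5 lists spread over 2.78 log2 units, up to -0.77 for 6 smooth muscle genes (permutation p = 0.0406 over 100000 permutations of members among the lists). Without the smooth muscle list, of which 0 members passed, the spread is 0.99, so the test rests on that list and dilution stays open for the others. Array normalization is not a likely source, since 9 housekeeping genes had a median change of 0.15 (SD 0.13). Loss of each cell type to its own degree, or lower expression per cell, could also give these falls, and the arrays do not separate these cases.

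Sex-linked genes split the arrays, with *Xist* 6.74 log2 units apart between its highest and lowest array. Every array read either as *Xist* high and Y-linked genes low or as the reverse, with 0 arrays in between, which is consistent with RNA of a single sex on each array. All 3 wild-type arrays read as male, while 2 of 3 tumor arrays and 2 of 3 triple-deleted arrays read as female, so both comparisons with wild-type lungs are partly comparisons of sex. The paper states that both sexes were used and that tumor development did not differ between them. With the mean level of the Y-linked genes as a covariate, a choice made after seeing the data, 1602 genes were called in tumors against wild-type lungs and 1781 in triple-deleted lungs against tumors. In triple-deleted against wild-type lungs 66 were called. Of these genes 1476, 1742 and 49 were also called in the same direction without the covariate.

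Triple-deleted lungs differed from wild-type lungs in 72 genes under the thresholds of the paper, 61 of them lower, and macrophage genes had a median log2 change of -0.58. The 72 genes, picked by their p-values, include the macrophage genes *Gpnmb*, a lysosomal glycoprotein (-1.93), and *Cd68* (-1.43), the chemokines *Cxcl3* (-3.91) and *Cxcl5* (-3.25), the fibrinogen genes *Fga* (-3.12) and *Fgg* (-2.17), and, higher, *Bex1* (1.91) and *Bex2* (2.04). In tumors against wild-type lungs these genes stood, in the same order, at -2.13, -1.97, -1.08, 3.49, -4.43, -4.20, 1.17 and -0.25. Of the 72 genes 43 were also called in tumors, some of them in the opposite direction, such as *Cxcl5*. Both comparisons use the same 3 wild-type arrays, so a wild-type array that is high or low by chance can give calls in both. The count of 43 therefore does not show that the change is common to tumors and triple-deleted lungs. None of the 72 passes limma's adjusted p in triple-deleted against wild-type lungs (smallest 0.149), and plain ANOVA errors gave 44 genes, so this set may hold many chance calls. Simulated data with no change between these groups gave 19 calls among 17994 genes. Regrouping the arrays gave at most 35 genes in the other splits, and the real grouping was the only 1 of 10 to reach 72, which is too few splits for a share under 0.05.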

How the results depend on the processing

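Tumor array 2 decided the balance of higher and lower genes in both comparisons with tumors: without it 1233 were higher and 972 lower in tumors against wild-type lungs, and 948 higher and 1173 lower in triple-deleted lungs against tumors. In triple-deleted against wild-type lungs 72 genes became 44 with plain ANOVA errors (10 higher, 34 lower), 0 with plain ANOVA errors at an adjusted p, 0 at limma's adjusted p with the fold and 0 without the fold. Leaving out 1 array gave 46–116 genes: 46 without wild-type array 2, 116 without wild-type array 3 and 47 without triple-deleted array 2. Tumor genes still changed against wild type at limma's adjusted p numbered 0 and became 1 with any probe set and 0–17 with 1 array left out, the 17 without wild-type array 3. The cause of these moves was not tested. Dropping the fold at limma's adjusted p gave 4202 genes in tumors against wild-type lungs, 4063 in triple-deleted lungs against tumors and 3421 reversed, since small changes then count. List tests depend on the correlation assumed between genes: with an estimated correlation 0 of the 13, 14 and 8 lists that had passed still did in the 3 comparisons. Fry passed 20 lists in tumors against wild-type lungs, 12 of them among the 13. In triple-deleted lungs against tumors it passed 21, 13 of them among the 14. Some lists passed fry but not camera in both comparisons with tumors. They included Mediator genes (fry in limma adjusted p = 0.00186 and 0.00148) and neighbours of *Erbb2* (0.00239 in both). TGF-beta and BMP targets (fry in limma adjusted p = 0.00127 and 0.000603) and FOXO factors and targets (0.0119 and 0.0173) did so too. In triple-deleted against wild-type lungs fry passed 0. *Med28*, at 0.00 and not called in triple-deleted lungs against tumors, gained a call with any probe set (0.48, limma adjusted p = 0.0215), because its probe sets differ. The residual tumor change of 2.04% became -0.642% without triple-deleted array 1, 0.801% without tumor array 1, 3.24% without triple-deleted array 3, 3.91% without wild-type array 3, 5.41% without tumor array 2 and 4.05% with any probe set. It became -1.48% with the Y-linked covariate, which was chosen after seeing the data, and 1364 genes were then reversed. Among 212 named genes, the largest losses of calls in tumors against wild-type lungs came with the Y-linked covariate (26), without wild-type array 3 (21), 2 (20) or 1 (19) and with plain ANOVA errors (16). In triple-deleted lungs against tumors they came without triple-deleted array 2 (24), with only the groups compared (21), without triple-deleted array 1 or 3 (19 each) and with plain ANOVA errors (18). Plain ANOVA errors took the calls of *Nkx2-1* and *Scgb1a1* and none of *Erbb2*, *Med24*, *Elf3* or *Fam83e*. Median centring changes nothing here and tests nothing.

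A replicate block by the number in the sample label gave 1779, 1745 and 66 genes, 1511 reversed and a residual of 1.78%. The numbers do not pair the arrays, since correlations of 9 same-numbered pairs ran from -0.503 to 0.351 with 1 above 0.1, and 1 of 9 arrays correlated best with its own number.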

Differences from the paper's values

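For *Fam83e* in triple-deleted lungs against tumors the paper's Table S3 gives -1.60 and the value here is -2.56. None of the alternatives set before the data were examined comes within the tolerance, the nearest being the mean of its probe sets at -2.08. The dimmer of its probe sets gives -1.60 when taken alone, a choice made after the values were seen.

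For *Erbb2* mRNA in triple-deleted lungs relative to wild type the paper shows about 0.2 in Fig. 4A, read by eye and measured by RT-qPCR in 5 samples, and the arrays give 0.604. All alternatives set before the data were examined differ from the paper's value as well, from 0.583 without triple-deleted array 2 to 0.647 without triple-deleted array 1.

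For *Med24* mRNA in tumors relative to wild type the paper shows about 1.5 in Fig. 4B, read by eye, and the arrays give 5.7. Among the alternatives set before the data were examined only the mean of its probe sets, 2.38, which averages in a dim probe set that does not change, no longer differs by the rule used. All others differ, from 4.65 without tumor array 1 to 8.12 without tumor array 3.

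For *Med24* mRNA in triple-deleted lungs relative to wild type the paper shows about 0.6 in Fig. 4B, read by eye and starred as lower than wild type, and the arrays give 1. All alternatives set before the data were examined differ from the paper's value, from 0.964 without wild-type array 3 to 1.04 without triple-deleted array 1. RT-qPCR and arrays measure different samples on different scales, and no cause was tested.

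The paper's Table S2 lists 1823 entries with a largest p of 0.00121, although the stated threshold is 0.01. With any probe set and plain ANOVA errors, a combination chosen after the values were seen, 810 genes were higher and 1040 lower in tumors against wild-type lungs, where the paper gives 790 and 1034. In triple-deleted lungs against tumors the same combination gave 1015 higher and 790 lower, where the paper gives 1184 and 1033. Using 0.00121 as the threshold with the same choices gave 442 and 786 in tumors against wild-type lungs. The p-values of Table S2 are a median 13.3-fold smaller than those of plain ANOVA errors here, for 1611 of 1614 matched entries whose fold change matches within 0.02. In Table S3 the median is 8.91-fold over the 1760 matched entries held, of which 309 have a p over 0.01 with plain ANOVA errors here, against 10 of Table S2. For entries with several probe sets the closest was taken, after the values were seen, which favours a match. All directions that the paper states for the genes it names in these arrays hold here.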

Other observations

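The test on the median of the neighbours of *Erbb2* was chosen after the result was seen. *Med24* rose in tumors by 2.51 on the log2 scale and fell by 2.51 from tumors to triple-deleted lungs. The values argue against a shift of this size across the 36 neighbours other than *Med24* as a set. Their median was 0.20 (SD 0.64) in tumors against wild-type lungs and -0.21 (SD 0.65) in triple-deleted lungs against tumors. Single neighbours ran from -1.57 to 2.43 in the former comparison and from -2.79 to 1.12 in the latter. The -2.79 belongs to *Csf3*, which stands next to *Med24* in the list, so a change shared by the nearest genes stays open. A modest shared shift could also be missed. In triple-deleted lungs against tumors 8 of the 36 neighbours were called at limma's adjusted p, 22.2%. Of 18157 other genes 4054 were called, 22.3% (odds ratio 0.994, 95% interval 0.391 to 2.24, Fisher's exact p = 1).

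A higher epithelial content of the tumor pools is another possible reason for the rise of *Med24*, whose change lies 0.648 SD above the median of 13 keratin and junction genes (1.86, SD 1.01), within the limit of 1 SD set before the test but after the change of *Med24* was known. However, 12 of the 13 genes lay below *Med24*, *Cldn4* (4.27) widens the SD, and the spread of the list was not shown to come from content alone, so whether content could give the whole rise stays open.

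Markers that the paper stained in the tumors moved in different directions on the arrays. *Trp63*, which the paper stained as P63, rose by 5.09 (SE 0.642, limma adjusted p = 0.000883) and *Krt5*, stained as CK5, by 4.28 (SE 0.629, limma adjusted p = 0.00185), while *Nkx2-1*, stained as TTF1, fell by 1.47 (SE 0.404, limma adjusted p = 0.0322). Tumor array 2 had the highest *Trp63* (11.21) and *Krt5* (11.85) and the lowest *Nkx2-1* (5.40), with tumor array 1 at 9.13, 9.57 and 7.28 and tumor array 3 at 8.35, 9.04 and 6.81. These per-array values were picked after they were seen. The fall of *Nkx2-1* lost its call with plain ANOVA errors, and only 1 of the 4 probe sets of *Trp63* passes. The arrays do not show whether the pools differ in their share of squamous tissue or in expression per cell.

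Regrouping the arrays gave at most 171 called genes in tumors against wild-type lungs, where the real grouping gave 1841, and at most 257 in triple-deleted lungs against tumors, where it gave 1799. The real grouping was the only 1 of 10 in each case, and 10 splits are too few for a share under 0.05.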
